# miRNA Expression Profiles of Mouse Round Spermatids in GRTH/DDX25-Mediated Spermiogenesis: mRNA–miRNA Network Analysis

**DOI:** 10.3390/cells12050756

**Published:** 2023-02-27

**Authors:** Rajakumar Anbazhagan, Raghuveer Kavarthapu, Ryan Dale, Kiersten Campbell, Fabio R. Faucz, Maria L. Dufau

**Keywords:** miRNAs, miRNA–mRNA network analysis, GRTH, round spermatids, spermatogenesis, transcriptome analysis

## Abstract

GRTH/DDX25 is a testis-specific DEAD-box family of RNA helicase, which plays an essential role in spermatogenesis and male fertility. There are two forms of GRTH, a 56 kDa non-phosphorylated form and a 61 kDa phosphorylated form (pGRTH). GRTH-KO and GRTH Knock-In (KI) mice with R242H mutation (lack pGRTH) are sterile with a spermatogenic arrest at step 8 of spermiogenesis due to failure of round spermatids (RS) to elongate. We performed mRNA-seq and miRNA-seq analysis on RS of WT, KI, and KO to identify crucial microRNAs (miRNAs) and mRNAs during RS development by establishing a miRNA–mRNA network. We identified increased levels of miRNAs such as miR146, miR122a, miR26a, miR27a, miR150, miR196a, and miR328 that are relevant to spermatogenesis. mRNA–miRNA target analysis on these DE-miRNAs and DE-mRNAs revealed miRNA target genes involved in ubiquitination process (*Ube2k*, *Rnf138*, *Spata3*), RS differentiation, and chromatin remodeling/compaction (*Tnp1/2*, *Prm1/2/3*, *Tssk3/6*), reversible protein phosphorylation (*Pim1*, *Hipk1*, *Csnk1g2*, *Prkcq*, *Ppp2r5a*), and acrosome stability (*Pdzd8*). Post-transcriptional and translational regulation of some of these germ-cell-specific mRNAs by miRNA-regulated translation arrest and/or decay may lead to spermatogenic arrest in KO and KI mice. Our studies demonstrate the importance of pGRTH in the chromatin compaction and remodeling process, which mediates the differentiation of RS into elongated spermatids through miRNA–mRNA interactions.

## 1. Introduction

Spermatogenesis is a highly organized dynamic process whereby male germ cells develop and differentiate serially into mature spermatozoa [1]. This process requires timely coordinated gene expression that is tightly regulated at the transcriptional and post-transcriptional levels. Post-meiotic haploid round spermatids (RS) formed during early spermatogenesis have unique and complex transcriptomes, and precise quality control mechanisms are necessary for the transcribed mRNAs with varied functions [2]. In addition, translational silencing/repression and storage of essential mRNAs occur at specific cytoplasmic sites called chromatoid bodies (CBs) [3,4].

Gonadotropin-regulated testicular RNA helicase (GRTH; DDX25) is a member of the DEAD-box family of RNA helicase first identified in our laboratory, which play essential roles in the completion of spermatogenesis [5,6]. GRTH is expressed exclusively in the Leydig cells and germ cells. It plays several functions as a post-transcriptional regulator of specific genes in germ cells. GRTH knock-out (KO) mice lack sperm and elongating spermatids (ES), making them infertile. These mice exhibit incomplete spermatogenesis due to failure of RS to elongate [5]. In germ cells, the GRTH protein exists in two forms: a 61 kDa phospho form and a 56 kDa non-phospho form. The phospho-GRTH (pGRTH) is found in the cytoplasm and CBs. The non-phosphorylated form is found in the nucleus, in the cytoplasm, and in the CBs. The pGRTH protein in the cytoplasm participates in the shuttling of specific mRNAs in and out of the CBs and becomes associated with polyribosomes for translation. The non-pGRTH protein is involved in the export of specific mRNAs from the nucleus to the cytoplasm of germ cells. Earlier studies from our group revealed a missense mutation (R^242^H) in exon 8 of GRTH gene in non-obstructive azoospermic men, which causes loss of pGRTH protein in COS-1 cells expressing the GRTH (R242H) mutant construct. The 61 kDa phospho-species from the cytoplasm [7] and CBs are absent in GRTH knock-in (KI) transgenic mice (human GRTH gene with R242H mutation), but the non-phospho form from the cytoplasm, nucleus, and CBs is unaffected [4]. Recent studies using GRTH KI and GRTH KO mice revealed an important role of pGRTH in acrosome biogenesis and its structural integrity during spermiogenesis [8]. There is a significant reduction in CB size and complete loss of pGRTH inside CBs, revealing the importance of pGRTH in maintaining the structural integrity of the CB and the associated miRNA pathways [4,7,9]. CBs are dynamic perinuclear organelles that temporarily store mRNAs transported by GRTH from the nucleus to cytoplasm and then finally to the CB [4,10].

During spermatogenesis, the germ cells utilize a large subset of small noncoding regulatory RNAs, such as microRNAs, to control the expression of an array of genes at transcriptional or post-transcriptional levels [1,11,12]. miRNAs are a class of small non-coding RNAs (18–25 nucleotides) that act as endogenous gene regulators and participate in a wide array of biological functions by controlling the stability of mRNAs or promoting target mRNA degradation and inhibition of translation [12,13,14]. miRNAs control posttranscriptional regulation of essential mRNAs to secure the correct timing of translation, which are critical for the final stages of spermiogenesis [10]. Several miRNAs were found to be involved in the regulation of mammalian spermatogenesis and any changes can lead to male infertility [15,16]. miRNAs, such as miR122-5p, can act as potential biomarkers of male infertility [17].

Each miRNA has the capacity to target several mRNAs from many genes at once, thereby tightly regulating gene expression in every organ. Sequence-specific base pairing in the RNA-induced silencing complex with the Argonaute proteins allows miRNAs to identify their target mRNAs (AGO). The Drosha–DGCR8 complex processes primary miRNA transcripts to produce precursor miRNAs, which are where majority of miRNAs originate (pre-miRNAs). These pre-miRNAs are carried to the cytoplasm, where Dicer-dependent or -independent pathways are used to produce mature miRNAs. Germ cells and Sertoli cells have been shown to contain the transcripts for the AGO proteins Drosha and Dicer [11,18]. At the mRNA and protein levels, GRTH controls the expression of numerous microprocessor complex proteins, Drosha, and DGCR8 (which is involved in miRNA synthesis) [11]. In haploid RS, it has been shown that miRNA biogenesis pathway proteins accumulate in the CBs, indicating that the CB and GRTH play a significant role in miRNA-dependent gene regulation [11,19]. The main components of CBs are mRNAs, short RNAs (including piRNA and miRNA), long non-coding RNAs, RNA-binding proteins (including DDX25 and the germ cell marker mouse Vasa homolog [MVH/DDX4]), and other proteins involved in RNA processing [3,4,9]. Owing to the relative importance of RNA regulatory and transport functions of GRTH and its involvement in miRNA biogenesis (at the mRNA and protein levels), it is imperative to study the functions of these components during spermatogenesis.

To understand the precise role of pGRTH in the regulation of germ-cell-specific mRNA and implications of miRNAs during spermiogenesis, RS isolated from germ cells of WT, GRTH-KO, and GRTH-KI mice were analyzed using RNA-seq to compare their transcriptome (mRNA-seq) profiles with miRNA profiles. This study delineates the impact of pGRTH/DDX25 on putative mRNA–miRNA interaction in the regulation of chromatin compaction, remodeling, and ubiquitination processes, which are essential for the progression and completion of spermiogenesis.

## 2. Materials and Methods

### 2.1. Animals

GRTH-KO and GRTH-KI transgenic mice were generated as described previously [5,7]. Briefly, the WT, GRTH-KO, and GRTH KI transgenic mice (10–12 weeks) were genotyped and used for all experiments. All animals were housed in pathogen-free, temperature- and light-controlled conditions (22 °C), with 14 h: 10 h light:dark cycle and ad libitum access to water and food. All animal experiments were performed in accordance with the guidelines established by the National Institute of Child Health and Human Development Animal Care and Use Committee.

### 2.2. Isolation of RS from Mice Seminiferous Tubules

RS were isolated from the testes of GRTH-KO, GRTK-KI, and WT mice (75–85 days old) using a standardized procedure as described previously with minor modifications [20]. Briefly, testes (all genotypes) were decapsulated, seminiferous tubules mildly dispersed and digested using 1 mg/mL collagenase solution (in 1× Krebs buffer; Worthington, Lakewood, NJ, USA) at 37 °C for 3 min to remove Leydig cells. The tubules were washed with Krebs buffer (2 times) at RT and then digested with 0.6 mg/mL trypsin (in 1× Krebs buffer; Sigma-Aldrich, St. Louis, MO, USA) containing DNase I (Thermo Scientific, Waltham, MA, USA) at 34 °C for 15 min (~15 rpm). The obtained germ cell suspension was pre-chilled on ice (7 min) and filtered with a 40 μm filter (Falcon, Corning, NY, USA). The cells were centrifuged (600 g, 5 min, 4 °C) and washed with ice-cold Krebs buffer. The cell pellet was mixed with 3 mL of 0.5% BSA (in 1× Krebs buffer) and filtered again with a 40 μm filter to obtain single-cell suspension of germ cells. The germ cells (in 0.5% BSA) were added onto a BSA gradient (1% to 5% BSA-Krebs Buffer, top to bottom) and allowed to settle for 90 min on ice. Following sedimentation, 1 mL fractions were collected and washed in ice-cold Krebs buffer before cell viability was determined using an automated cell counter (Cell countess, Thermo Scientific). DAPI staining (Thermo Scientific) was used to confirm the purity of the RS cell fractions, which was then examined under a microscope (EVOS M-5000, Thermo Scientific).

### 2.3. mRNA Libraries and Sequencing

RNAeasy Plus micro kit was used to isolate total RNA from six RS samples obtained from the testes of WT, GRTH-KO, and GRTH-KI mice (N = 6; Qiagen, Germantown, MD, USA). RNA quantity and integrity were evaluated in an Agilent Bioanalyzer 2100 system using the RNA Nano 6000 Assay Kit (Agilent Technologies, Santa Clara, CA, USA). Sequencing libraries were prepared using a Takara Pico-RNA-seq kit (Takara) without the polyA selection step. The prepared libraries were quality-checked using a bioanalyzer (Agilent) and used for sequencing using an S1 reagent kit v1.5 (SR100 cycles flow cell (~60 million reads per sample) in a Novaseq 6000 (Illumina, San Diego, CA, USA) platform. The RNA-seq data have been submitted to the Gene Expression Omnibus (GEO; accession number GSE222626).

### 2.4. mRNA-seq Data and Differential Expression of Genes (DEGs)

Quality control was performed on paired-end reads using FastQC (Andrews), RseQC [21], Picard (Broad Institute), and MultiQC [22] both before and after trimming reads with cutadapt v3.4 [23] with arguments -q 20, -A, -a, and –minimum-length 25 (arguments for light quality trimming, adapter removal, and retains only reads >25 bp, respectively). Reads were aligned to the GRCm38 mouse reference genome using the STAR aligner v2.7.8a [24] with arguments --outFilterType BySJout --outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatchNoverReadLmax 0.04 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000 to match ENCODE standard options for long RNA sequencing. To quantify reads in genes, the GENCODE release 18 annotation was used with featureCounts (in the subread package v2.0.1 [25]) in strand-specific mode (-s2 argument). Differential expression analysis between genotypes was conducted on gene counts using DESeq2 v1.34.0 using the model ~genotype. Genes were identified as differentially expressed if, when using lfcThreshold of 1 to test the null hypothesis that the LFC between conditions is different from 1, they had an adjusted *p*-value < 0.1. Note that the “ashr” shrinkage method [26] was used instead of the default “apeglm” method.

### 2.5. Gene Ontology (GO) and Pathway Analysis

All mRNA identified as differentially expressed in the KO vs. WT and/or KI vs. WT comparisons were further used for functional enrichment analysis, conducted with clusterProfiler v3.18.1 across the GO Biological Processes (BP), Cellular Component (CC), and Molecular Function (MF) databases. Genes were annotated with the three main GO categories (BP, CC, and MF) and were represented separately. A q-value threshold of 0.1 was imposed for the functional enrichment analysis.

### 2.6. Validation of mRNA-seq Data

To validate selected differentially enriched mRNA from RNA-seq transcriptome analyses, real-time quantitative PCR (qRT-PCR) was used. Total RNA was extracted from RS (N = 3) of WT, GRTH-KO, and GRTH-KI mice testes using mRNeasy Micro Kit (Qiagen). Iscript’s first-strand synthesis kit was used to generate cDNA from one microgram of total RNA (Biorad, Hercules, CA, USA). qRT-PCR was carried out on a Quantstudio 3 Fast Real-Time PCR device (Thermo Scientific, CA, USA) with Fast SYBR green and a set of particular gene primers (Supplementary Table S1). All qRT-PCR reactions were performed in triplicates and 18srRNA was used as the reference gene for normalization. The comparative quantification of mRNA was performed using the 2^−ΔΔ^Ct method.

### 2.7. miRNA Libraries and Sequencing

Small RNAs (<200 bp) were purified from isolated RS (>94% purity) obtained from testes of GRTH-KI, GRTH-KO, and WT mice (N = 5) using miRNeasy Micro Kit (Qiagen). RNA quality and quantity were assessed using the RNA Nano 6000 Assay Kit in an Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Small RNA library construction was carried out using a small RNA-seq Library Kit (Qiagen). The prepared libraries were quality checked using a bioanalyzer (Agilent) and were sequenced using a Novaseq 6000 (Illumina) SP reagent kit v1.5 (100 cycles). The miRNAs were given a general name (e.g., miR26a) without specifying the strand name (e.g., miR26a-5p) for ease of use. All miRNAs identified and discussed in the study are -5p (strand) unless otherwise specified. The miRNA-seq data have been submitted to the Gene Expression Omnibus (accession number GSE222627).

### 2.8. miRNA-seq Data and Differential Abundance of miRNAs

miRNA sequencing analysis was conducted similarly to the described mRNA-seq analysis, with the following modifications. Sequenced reads were obtained in single-ended fastq files. When trimming reads with cutadapt [23], only the -a argument was used to trim QIAseq miRNA 3′ adapters and –minimum-length was reduced to 15 to account for shorter reads following trimming. Reads were aligned to the GRCm38 mouse reference genome using Bowtie2 v2.4.2 [27] with arguments –local, –very-sensitive-local, –k 100 to match suggested parameters for optimized miRNA alignment [28]. Reads were counted in annotated miRNA genes according to the miRBase release 18 annotation, with the appropriate stranded mode (-s1 argument) indicated for featureCounts. When conducting differential expression analysis, two experimental batches were analyzed independently. The KI vs. WT contrast was performed using the first batch and the KO vs. WT contrast was conducted using the second batch. Due to the batch effect, the KI vs. KO contrast could not be confidently executed. No lfcThreshold was imposed for these contrasts.

### 2.9. Validation of miRNA-seq Data

To validate the differentially enriched miRNA obtained from miRNA-seq transcriptome analyses, small RNA prepared from the RS (N = 3) of GRTH-KO, GRTH-KI, and WT were used. Small RNA (<200 bp) was extracted using miRNeasy Micro Kit (Qiagen); quantity and quality were checked prior to cDNA synthesis. Ten nanograms of small RNA (for miRNA quantification) was used to prepare cDNA using the miRCURY LNA RT Kit (Qiagen). qRT-PCR analysis was carried out with set of specific LNA gene probes (Qiagen; Supplementary Table S2) using with miRCURY LNA SYBR^®^ Green (Qiagen) in a Quantstudio 3 Fast Real-Time PCR machine (Thermo Scientific, CA, USA). The following conditions were used: 95 °C for 30 s, followed by 40 cycles of 95 °C for 3s and 60 °C for 30 s. The cycle threshold (Ct) values were normalized to U6 small nuclear RNA as the reference gene, and each experiment was carried out in triplicate. The 2^−ΔΔ^Ct method was used to determine the relative miRNA quantification.

### 2.10. Identification of DE-miRNA–mRNA Target Genes

A stringent set of miRNA–mRNA target pairs were compiled by taking the intersection of three miRNA databases, TargetScan v8.0 [29], TarBase v8 [30], and miRDB v6.0 [31]. This set of predicted miRNA–mRNA target pairs was further filtered to include only miRNAs identified as differentially expressed in this analysis, then subsequently reduced to miRNA–mRNA pairs for which the mRNA target was differentially expressed in the mRNA-seq analysis. This was performed separately for the KO vs. WT and the KI vs. WT. That is, for each of these contrasts, a miRNA–mRNA pair was considered to be supported by this study if all of the following conditions were true: (1) the miRNA–mRNA pair was known or predicted in all three databases; (2) the miRNA was differentially expressed; and (3) the target mRNA was differentially expressed. Note that multiple miRNAs can target one mRNA, and one miRNA can target multiple mRNAs. We did not restrict pairs to be exclusive one-to-one miRNA–mRNA pairs, and we did not restrict pairs to require the opposite direction of miRNA and mRNA so this analysis would include indirect effects.

### 2.11. mRNA–miRNA Interaction Network Analysis

A directed graph was built using the miRNA–mRNA pairs that met the criteria described above, where each pair was further characterized by the following qualities and where “contrast” refers to a single comparison, such as KO vs. WT: (1) miRNA differentially expressed in both contrasts; (2) mRNA differentially expressed in both contrasts; (3) canonical (miRNA and mRNA have opposite log2 fold change sign) or not in a contrast; (4) magnitude of mRNA differential expression in a contrast; (5) identity of miRNA–mRNA targets based on criteria described above. These data were encoded into node and edge attributes of the graph using the networkx Python package and plotted using the matplotlib Python package.

### 2.12. mRNA–miRNA Interaction—Luciferase Assay

COS-1 cells (0.1 × 10^6^ cells/well) were seeded in 12-well plates 24 h before transfection. Cells (70% confluence) were transfected with psiCHECK-2 construct carrying the TP2 coding region alone or together with its 3′ UTR. In addition to DNA constructs, miR122 miRNA mimic (5 nM) alone or miR122 miRNA mimic together with miR122 miRNA inhibitor (20 nM) or negative control (5 nM) were co-transfected using HiPerFect transfection reagent (Qiagen) in a serum-free medium. After incubation (8 h), the media with serum (10%) without antibiotic was changed and further incubated at 37 °C, 5% CO_2_. After 48 h of transfection, the cells were lysed with 1X passive lysis buffer (Promega, WI). Firefly and *Renilla* luciferase activities were measured with the Dual-Luciferase reporter assay system (Promega) using a Glomax navigator microplate luminometer (Promega).

### 2.13. Statistical Analyses

All data were obtained from three or more experiments and the results are presented as mean ± standard error of the mean (SEM). Significance of the differences between the groups was determined by a two-tailed Student t-test using the GraphPad Prism software program (GraphPad Software, Inc., San Diego, CA, USA) and Microsoft Excel (Microsoft). *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Transcriptome Analysis of RS from KO, KI, and WT Mice Reveal Unique RS mRNA Signatures

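RS are haploid germ cells that have completed meiosis and have not begun to elongate. RNA of RS isolated from the testes of WT, KO and KI mice was made into strand-specific libraries without polyA selection, with 6 libraries per genotype. KO mice lack GRTH, the protein made from Ddx25. In KI mice, as the paper describes them, a human GRTH gene carries a missense mutation and the phosphorylated form of the protein is absent. The authors trimmed the reads with cutadapt, aligned them to GRCm38 with STAR and counted uniquely assigned fragments on the genes of GENCODE M18 with featureCounts, by strand, without removing duplicates. The deposited table holds these raw counts for 54232 genes and was used without change. The counts of a library on genes summed to between 20606738 and 26776555 in WT (median 22408300), between 18766971 and 25654453 in KO (median 22862564) and between 19996042 and 24915182 in KI (median 22711889). All values computed here use these totals of assigned fragments, not the numbers of sequenced reads that the paper states. Counts were scaled with edgeR's TMM factors, and levels are given as normalized CPM, the counts on a gene scaled to the size of the library. A quasi-likelihood model of genotype was fitted over all 18 libraries to the 21058 genes that passed edgeR's filter on low counts. A gene was called differentially expressed where the test against a change of 1 log2 unit (glmTreat) gave a Benjamini-Hochberg adjusted p under 0.1, the thresholds that the paper states for DESeq2. The test for a change of any amount (glmQLFTest) was run on the same model. A gene with 3 or fewer counts in a library was taken to be at the floor. As a share of the total counts, before normalization, this lay between 0.112 and 0.160 CPM. Such floors cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules.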

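The targeted gene was examined first in each library. Ddx25 (ENSMUSG00000032101, chromosome 9 of GRCm38, 35536647 to 35558528) lies on the minus strand. Its level was 567 ± 24.7 CPM (SD, n = 6) in WT and 70.0 ± 14.8 CPM (SD, n = 6) in KO, where the libraries lay between 47.7 and 90.9 CPM. In 5 of the KI libraries it lay between 0.0456 and 0.519 CPM. In the library labelled KI 4 it was 56.9 CPM, inside the range of the KO libraries and apart from every other KI library. The targeted gene thus goes against the label of that library, which is therefore named here by its label, and each direction drawn from KI includes it unless stated. Over all libraries, the log2 fold change of Ddx25 was -3.02 in KO (standard error 0.95, adjusted p = 0.0235 for any change and 0.690 against 1 log2 unit, edgeR) and -5.86 in KI (standard error 1.09, adjusted p = 0.00537 against 1 log2 unit, edgeR). When the library labelled KI 4 was left out, an omission that was among the alternatives set in advance, the change was -3.02 in KO (standard error 0.19, adjusted p = 1.94e-07, edgeR's glmTreat) and -10.85 in KI (standard error 0.31, adjusted p = 2.14e-15, edgeR's glmTreat). These changes are of counts on the mouse gene. Reads were aligned to the mouse genome, and how far RNA of the human gene in KI is counted on Ddx25 was not tested. The paper states that the non-phosphorylated protein is unaffected in KI. The low counts in KI thus do not show that the GRTH transcript is lost.

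**Figure D1:**
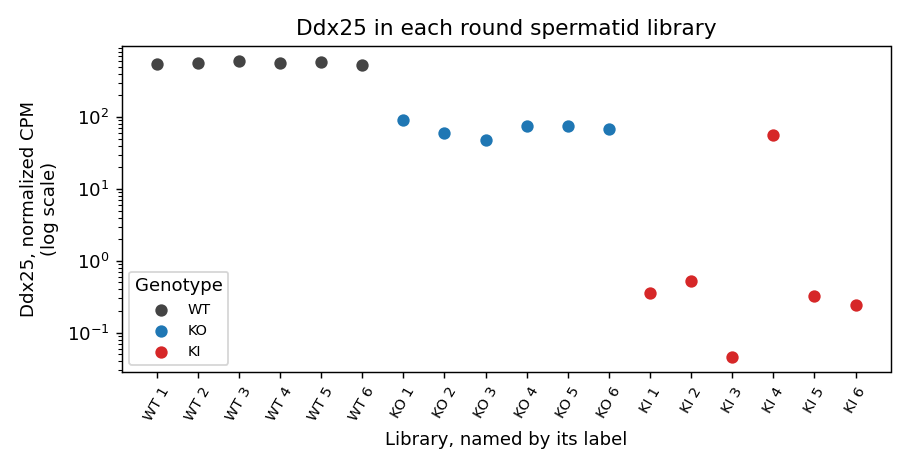
Normalized CPM of the mouse gene Ddx25 on a log axis in each of the 18 RS libraries, colored by genotype. The WT libraries lie between 538 and 607 CPM and the KO libraries between 47.7 and 90.9 CPM, and the library labelled KI 4 lies at 56.9 CPM while the other KI libraries lie at or below 0.519 CPM.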

We initially performed mRNA-seq from the isolated RS of KO, KI, and WT mice (N = 6) to analyze the transcriptome changes in the KO and KI compared to WT. 

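A few RNAs took a large part of the counts in each library. The 10 genes with the most counts took 18.2% ± 2.58 of the counts in WT, 19.8% ± 6.93 in KO and 19.4% ± 4.89 in KI (SD, n = 6 libraries each), from 11.4% in the lowest KO library to 30.3% in the highest. Exact permutation tests, two-sided, found no difference in this share from WT in KO (p = 0.604, n = 6 against 6) or KI (p = 0.619, n = 6 against 6). The mitochondrial ribosomal RNAs mt-Rnr2 and mt-Rnr1 took 7.15% and 5.15% of the counts on average over all libraries. Together they took 11.0% ± 1.36 in WT, 13.2% ± 5.16 in KO and 12.7% ± 3.98 in KI.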

In total, we obtained more than 70 million reads in each RNA-seq library from the RS of KO, KI, and WT mice. 

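The difference between each pair of libraries was expressed as a pair index, the median over genes of the squared deviation of the counts divided by the value that counting noise alone gives, with an index of 1 standing for counting noise. Genes with at least 20 counts in the pair were used. The lowest index, 1.59, was between KO 2 and the library labelled KI 4. The next lowest were between KO 4 and KO 5 (2.05), WT 1 and WT 2 (2.15), KI 1 and KI 2 (2.62), KI 3 and KI 5 (2.76), WT 3 and WT 4 (2.87), and WT 5 and WT 6 (3.26). The index of every other pair was 4.82 or higher. The cause of these close pairs was not tested, and their libraries may not be independent replicates. The models and permutation tests used here take all libraries as independent, so their p would be too small if they are not. In a PCA of variance-stabilized counts of the 500 most variable genes, PC1 carried 65.4% of the variance and PC2 carried 12.8%. WT libraries lay at -27.09 ± 3.51 on PC1 (SD, n = 6), KO libraries at 12.20 ± 7.28 and KI libraries at 14.89 ± 2.08. Within WT, libraries 5 and 6 lay at 13.62 and 13.06 on PC2, and libraries 1 to 4 lay between -5.83 and -4.27.

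**Figure D2:**
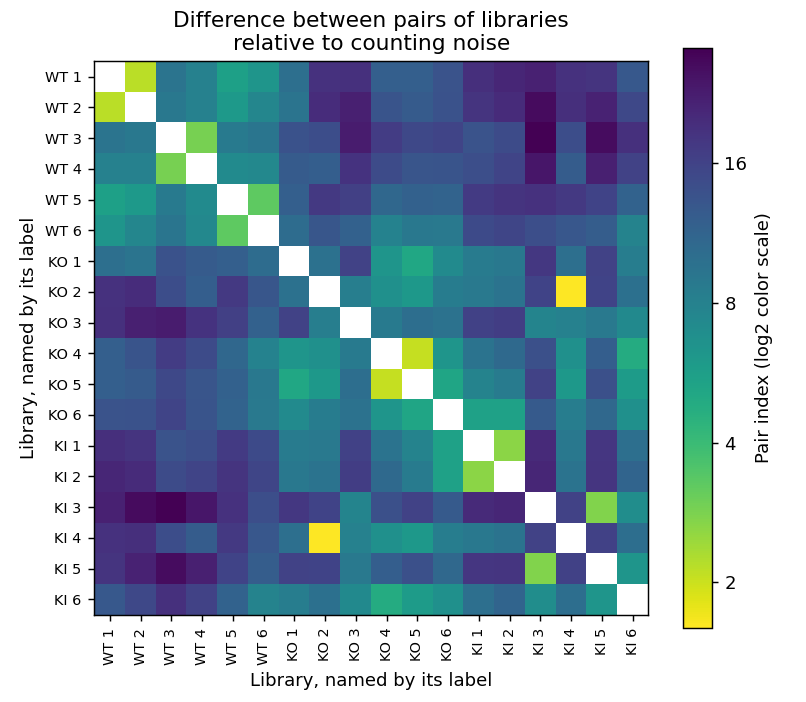
Pair index of every pair of the 18 RS libraries, on a log2 color scale where 1 stands for counting noise. The lowest off-diagonal value, 1.59, joins KO 2 and the library labelled KI 4.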

Heterogeneity among these individual samples is highlighted in a principal components analysis (PCA) plot (Supplementary Figure S1). 

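On PC1, WT differed from KO and KI together by 40.64 (exact permutation test, two-sided, p = 5.39e-05, the smallest p that 6 against 12 libraries allow). The means of KO and KI differed by 2.69 on PC1, less than the spread between KO libraries (exact permutation test, two-sided, p = 0.426, n = 6 against 6). On PC2, KO libraries lay at -7.87 ± 0.53 (SD, n = 6) and KI libraries at 6.84 ± 7.11, a difference of 14.71 (exact permutation test, two-sided, p = 0.00433, n = 6 against 6). The library labelled KI 4 lay at -7.47 on PC2, among the KO libraries, and the other KI libraries lay between 8.15 and 11.14. Without the library labelled KI 4, the difference on PC2 was 17.12 (exact permutation test, p = 0.00216, n = 6 against 5). With all libraries and log2 CPM in place of variance-stabilized counts, the difference on PC2 was 19.54 (exact permutation test, p = 0.00433, n = 6 against 6). With all genes that passed the filter in place of the 500 most variable, the difference on PC2 was 11.38 and not past the threshold (exact permutation test, p = 0.530, n = 6 against 6). In the direct comparison of KI with KO, 1 gene was higher and 0 were lower by more than 1 log2 unit, where 32 and 8 had an unadjusted p under 0.05. Changes of any amount were called for 16 higher and 5 lower genes. The gene past the threshold was Gm33242 (ENSMUSG00000110448, chromosome 8, 83489743 to 83490799), with 55 to 116 counts per library in WT and 0 or 1 in KO. It had 34 to 75 counts in the KI libraries other than the library labelled KI 4, which had 0. Without the library labelled KI 4, 9 genes were higher and 6 lower in KI than in KO by more than 1 log2 unit, and 111 changed by any amount.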

WT samples show a clear separation compared to KO and KI, while there is no distinction between KO and KI genotypes. An MA plot (log2 fold change vs. average of counts) was created using the DEGs from KO, KI, and WT groups. Significantly upregulated and downregulated DEGs in each RS of KO or KI compared to WT were shown as red dots (Figure 1A,B). 

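In KO compared to WT, 126 genes were upregulated and 239 downregulated by more than 1 log2 unit among the 21058 tested (edgeR's glmTreat). Changes of any amount were called for 3461 higher and 2836 lower genes. Of the alternatives tried, requiring at least 10 counts in every library moved the number of upregulated genes most, to 33. With DESeq2, 114 genes were upregulated and 255 downregulated. Of the genes in the paper's Table S3 for KO, 108 of the 114 upregulated and 238 of the 255 downregulated genes were also called by edgeR, and 6 and 11 of the listed genes did not pass edgeR's filter on low counts. The genes named next were among those with the largest edgeR log2 fold changes of the called genes with no overlap between the KO and WT libraries. For genes at the floor these fold changes are uncertain and lower bounds are given, which do not show how these genes rank. Gm9008 (ENSMUSG00000072476, chromosome 6, 76495432 to 76497784) rose at least 59.7-fold, to 8.38 ± 1.34 CPM (SD, n = 6). Gm48277 (ENSMUSG00000111858, chromosome 9, 40555086 to 40560929) rose at least 14.5-fold, Sln (ENSMUSG00000042045, chromosome 9, 53850164 to 53854560) at least 10.8-fold and Olfr893 (ENSMUSG00000093901, chromosome 9, 38208365 to 38211598) at least 4.53-fold. Gm15459 (ENSMUSG00000100801, chromosome 5, 5781615 to 5783555) rose from 0.562 ± 0.239 to 27.0 ± 4.33 CPM, a log2 fold change of 5.59 (standard error 0.31, adjusted p = 3.01e-09, edgeR's glmTreat). Gm33242 fell at least 32.5-fold, Gm26715 (ENSMUSG00000097659, chromosome 13, 66349396 to 66365772) at least 10.5-fold and AC061963.1 (ENSMUSG00000110773, chromosome 9, 44877891 to 44884397) at least 8.92-fold. 1700063D05Rik (ENSMUSG00000100837, chromosome 9, 41192446 to 41217990) fell by 6.76 on the log2 scale and Tmod4 (ENSMUSG00000005628, chromosome 3, 95124476 to 95129209) fell by 4.74 (adjusted p = 2.34e-10 and 1.65e-06, edgeR's glmTreat).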

A total of 255 genes downregulated and 114 genes upregulated were identified with a log2 fold change magnitude greater than one fold in the KO group compared to WT. There were 297 genes downregulated and 113 genes upregulated in KI compared to WT. 

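With all libraries, 110 genes were upregulated and 301 downregulated in KI compared to WT by more than 1 log2 unit, and 3397 were higher and 3247 lower by any amount (edgeR). Without the library labelled KI 4 the numbers past 1 log2 unit were 96 and 320, and 374 of the 411 genes called with all libraries were among them. Of the genes that the paper's Table S3 lists for KI, 103 of 113 upregulated and 285 of 297 downregulated genes were also called. Rises from the floor in WT were at least 18.2-fold for Gm48277, at least 8.77-fold for Sln and at least 2.54-fold for Olfr893. Gm15459 had a log2 fold change of 5.35 (standard error 0.31, adjusted p = 5.50e-09, edgeR's glmTreat). Among called genes with no overlap between the KI and WT libraries, the largest falls by edgeR's log2 fold change were of 1700063D05Rik, at least 77.3-fold, of Ddx25, of Tmod4 (-4.80 on the log2 scale), of Camsap3 (ENSMUSG00000044433, chromosome 8, 3587293 to 3609075), from 16.4 ± 2.06 to 1.08 ± 0.478 CPM, and of 1700008B11Rik (ENSMUSG00000104872, chromosome 5, 121835195 to 121835828), from 12.2 ± 1.48 to 0.806 ± 0.277 CPM. The fall of Ddx25 in KI is of counts on the mouse gene and does not show loss of the GRTH transcript.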

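Of the genes called against WT, 91 were upregulated and 217 downregulated in both KO and KI, 308 in all. These were 72.2% of the upregulated and 90.8% of the downregulated genes of KO, and 82.7% and 72.1% of those of KI. Both comparisons use the same WT libraries and are not independent. Of the genes past 1 log2 unit only in KO, 33 of 35 upregulated and 19 of 22 downregulated genes also changed in that direction in KI by any amount. Of those past it only in KI, 16 of 19 and 84 of 84 also changed in KO. Genes called in only one genotype numbered 54 upregulated and 106 downregulated, and the direct comparison of KI with KO found a difference of any amount for 4 and 5 of these. These genes, which were chosen after their values were seen, were Bdh1, Cpne7, Gm10338 and Gm12666 among the upregulated, and AC061963.1, Gm26715, Gm33242, Gm6853 and Zfp998 among the downregulated. Across the 468 genes called in either genotype, which are not independent replicates, the log2 fold changes in KO and KI had a Pearson r of 0.943, with a median absolute difference of 0.23. Gm12666 (ENSMUSG00000066107) was the only one of these genes with opposite signs. It had 1529, 1659 and 1783 counts in KI 1, 2 and 5 and at most 19 counts in every other library. Leaving out the 23 genes at the floor in a genotype, r was 0.965 across 445 genes. The shared WT libraries and the choice of called genes raise r by themselves. The r that they give without a common effect was not computed, so r alone does not show one. The KI values include the library labelled KI 4, without which 291 genes were called in both genotypes.

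**Figure D3:**
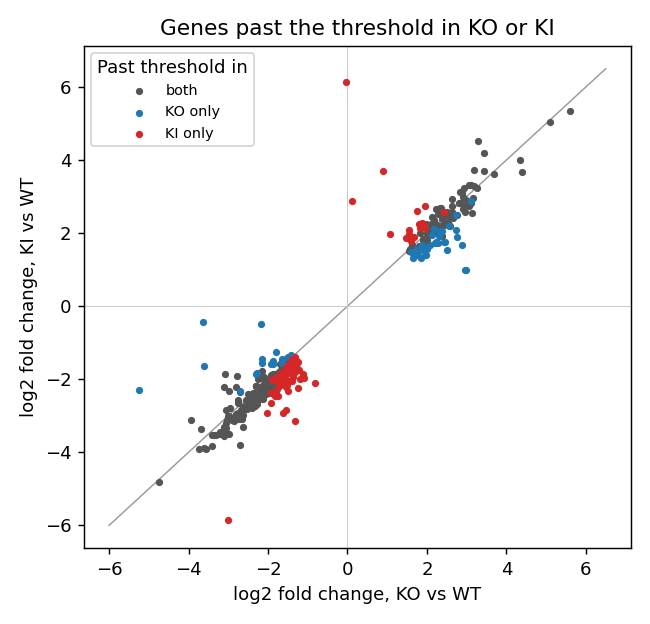
log2 fold change in KO against that in KI for the 445 genes called in either genotype and above the floor in all 3 genotypes, colored by the genotype in which each passed the threshold. The points follow the diagonal, with a Pearson r of 0.965 across genes, which the shared WT libraries and the choice of called genes raise by themselves.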

Most enriched mRNAs in KO overlap with KI (Supplementary Figure S3).

### 3.2. Functional Gene Enrichment Analysis of DEGs from RS Transcriptomic Data

To further analyze and classify the biological function of identified DEGs, we performed functional enrichment analysis using GO in the biological process (BP), cellular component (CC), and molecular function (MF). 

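Of the genes placed in germ cell and spermatid development, the transition protein genes Tnp1 (ENSMUSG00000026182, chromosome 1, 73015074 to 73015909) and Tnp2 (ENSMUSG00000043050, chromosome 16, 10787936 to 10788660) stood at 1999 ± 223 and 1962 ± 304 CPM in WT and at 583 ± 149 and 449.6 ± 119 CPM in KO (SD, n = 6). Their log2 fold changes were -1.78 (standard error 0.18) and -2.13 (standard error 0.18), with adjusted p = 0.00963 and 2.29e-04 (edgeR's glmTreat). The protamine gene Prm2 (ENSMUSG00000038015, chromosome 16, 10791380 to 10796134) had the largest fall of the group, from 6078 ± 804 to 593 ± 188 CPM, or -3.36 on the log2 scale (standard error 0.22, adjusted p = 1.68e-07, edgeR's glmTreat). Prm1 (ENSMUSG00000022501, chromosome 16, 10796326 to 10805839) changed by -2.59. Of the testis-specific kinases, Tssk6 (ENSMUSG00000047654, chromosome 8, 69902184 to 69903518) fell from 256 ± 47.7 to 33.9 ± 8.41 CPM and Tssk3 (ENSMUSG00000000411, chromosome 4, 129489014 to 129491022) from 161 ± 18.8 to 43.8 ± 11.5 CPM, log2 fold changes of -2.92 and -1.88. The log2 fold changes of Spem1, Fscn3, Neurl1a, Paqr5, H2al2a and Tbc1d20 were -2.75, -2.47, -2.21, -1.85, -1.64 and -1.52. H2al2a belongs to a family of similar histone genes, and reads that fit several of them were not counted, so its level is uncertain. H1f7 (ENSMUSG00000048077, chromosome 15, 98255986 to 98257293) was nearest the threshold, with a log2 fold change of -1.80 (standard error 0.25, adjusted p = 0.0877, edgeR's glmTreat), and passed it in 7 of the 18 fits that each left out one library. H2al2a and Tbc1d20 each passed it in 16 of them. All 13 genes were lower in KO and past 1 log2 unit, both with p adjusted over all tested genes and over the 13 alone. The list was drawn from calls on these libraries, so that the second count shows no stability.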

BP revealed that the genes which play critical roles in germ cell development, spermatid differentiation, and development, such as *Tnp1/2*, *Tssk3/6*, *Prm1/2*, *H2al2a*, *Tbc1d20*, *Fscn3*, *Spem1*, *H1f7*, *Neurl1a*, and *Paqr5,* were altered significantly. DNA packaging and conformation (*Tnp1/2*, *Prm1/2/3*, *H2al2a*, *H2bl1*, *Tssk6*, *H1f7*, *Naa60*), histone exchange (*Prm1/2/3*, *H1f7*), and sperm motility (*Tnp1/2*, *Prm3*, *Smcp*, *Cabs1*, *Gapdhs*, *Spem1*, *Tppp2*, *Efcab1*, *Neurl1a*, *Akap4*) also demonstrated a significant downregulation in KO compared to WT. 

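The other genes of these categories were also lower in KO. Prm3 (ENSMUSG00000050058, chromosome 16, 10790505 to 10790914), which lies beside Prm1, Prm2 and Tnp2 on chromosome 16, fell from 398 ± 44.7 CPM (SD, n = 6) to 90.1 ± 36.4 CPM, a log2 fold change of -2.14 (standard error 0.22, adjusted p = 0.00172, edgeR's glmTreat). The histone gene H2bl1 (ENSMUSG00000045022, chromosome 13, 98984085 to 98984565) changed by -1.72 on the log2 scale and the acetyltransferase gene Naa60 (ENSMUSG00000005982, chromosome 16, 3872375 to 3904780) by -1.78. Among the motility genes, Akap4 (ENSMUSG00000050089, chromosome X, 7067519 to 7078609) had the highest level in WT, 2319 ± 256 CPM, and stood at 541 ± 205 CPM in KO. Next in WT came Smcp (ENSMUSG00000074435, chromosome 3, 92583867 to 92588997), from 2289.7 ± 483 to 571 ± 244 CPM, whose adjusted p was 0.0325 (edgeR's glmTreat). The log2 fold changes of Akap4 and Smcp were -2.10 and -2.00. Cabs1 (ENSMUSG00000007907, chromosome 5, 87979439 to 87981544) changed by -2.63, Tppp2 (ENSMUSG00000008813, chromosome 14, 51918425 to 51920700) by -2.56, Efcab1 (ENSMUSG00000068617, chromosome 16, 14906606 to 14981371) by -2.32 and Gapdhs (ENSMUSG00000061099, chromosome 7, 30729775 to 30743681) by -2.24. All 10 genes named for DNA packaging, all 4 named for histone exchange and all 11 named for motility passed the threshold, with adjusted p up to 0.0877 in the packaging and exchange lists and up to 0.0325 in the motility list (edgeR's glmTreat).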

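In KI, Tnp1, Tnp2, Prm1, Prm2 and Prm3 had log2 fold changes of -1.89, -2.29, -2.75, -3.53 and -2.41 against WT, and Tssk3, Tssk6, Spem1 and H1f7 of -2.12, -3.12, -2.93 and -2.17. H1f7 passed 1 log2 unit with adjusted p = 0.00386 (edgeR's glmTreat) and in all 18 fits that each left out one library. All 13 genes named for spermatid development, all 10 for DNA packaging, all 4 for histone exchange and all 11 for motility were lower in KI and past the threshold. In the direct comparison of KI with KO, the 13 spermatid genes differed by between -0.36 and -0.04 on the log2 scale, and the lowest adjusted p was 0.962 (edgeR's quasi-likelihood test). The library labelled KI 4 is included in these values, and within KI its level of Tnp1, 788 CPM, lay above the 420 to 546 CPM of the other libraries.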

The BP of KI vs. WT was similar to the KO vs. WT. Changed genes are also enriched in CC categories, including DNA–protein complex, nucleosomes, DNA packaging complex (*Tnp1/2*, *Prm1/2/3*, *H2al2a*, *H2bl1*, *H2ap*), sperm flagella and cilia (*Oaz3*, *Oxct2b*, *Spata18*, *Cabs1*, *Gapdhs*, *Camsap3*, *Atp1b3*, *Tppp2*, *Odf1*, *Efcab1*, *Akap4*) in both KO and KI compared to WT (Figure 2A,B). Thus, differentially expressed genes appear to be related to spermatid differentiation, as would be expected from RS.

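Of the genes named for the DNA packaging complex, H2ap (ENSMUSG00000040456, chromosome X, 9846928 to 9847508) fell from 51.2 ± 5.82 CPM in WT (SD, n = 6) to 14.7 ± 4.62 in KO and 12.0 ± 1.61 in KI. For flagella and cilia, Camsap3 had the largest change, -3.73 on the log2 scale in KO and -3.92 in KI (adjusted p = 1.10e-06 and 3.66e-07, edgeR's glmTreat). Oaz3 (ENSMUSG00000028141, chromosome 3, 94432414 to 94443915) was at 1159.6 ± 202 CPM in WT, 227 ± 57.9 in KO and 202 ± 32.1 in KI. Oxct2b (ENSMUSG00000076438, chromosome 4, 123116266 to 123118000) changed by -2.51 and -2.66 in KO and KI, Spata18 (ENSMUSG00000029155, chromosome 5, 73651379 to 73679512) by -2.43 and -2.57, and Odf1 (ENSMUSG00000061923, chromosome 15, 38219203 to 38226735) by -1.86 and -1.95. Atp1b3 (ENSMUSG00000032412, chromosome 9, 96332655 to 96364442) changed by -1.67 in KO, with adjusted p = 0.0550 (edgeR's glmTreat), and passed the threshold in 13 of the 18 fits that each left out one library. Its change in KI was -1.94, past the threshold in all 18. All 8 genes of the packaging complex and all 11 genes of flagella and cilia were lower and past 1 log2 unit in both genotypes. None of them differed between KO and KI by any amount (edgeR's quasi-likelihood test). The KI values include the library labelled KI 4.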

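Taking all genes named in the paper's text on mRNA together, apart from Ddx25, 46 of 46 were lower in KO and in KI by any amount. Past 1 log2 unit were 42 of them in KO and 45 in KI with p adjusted over all tested genes, and 45 and 46 with p adjusted over the 46 alone. Many of these genes were drawn from calls on these libraries, so that the second pair of counts shows no stability. Those not past it over all genes were Akap1, Klhl10, Prkcq and Rnf138 in KO, and Klhl10 in KI. The log2 fold changes ran from -3.73 to -1.14 in KO and from -3.92 to -1.30 in KI, with the library labelled KI 4 included. The GO enrichment itself was not computed here. From the enriched categories of the DEGs, the paper proposes that the genes altered in KO and KI belong to the differentiation of spermatids.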

### 3.3. Validation of DEGs from mRNA-seq Data Reveals Comparable Transcriptomic Profiles

To validate the mRNA-seq transcriptomic data, genes relevant to spermatogenesis and genes which were found to be interacting with identified miRNAs (mRNA–miRNA interaction studies) were selected. Their expression levels were confirmed by qRT-PCR analyses. 

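In the mRNA-seq libraries of KO, Ube2k (ENSMUSG00000029203, chromosome 5, 65537233 to 65598988), which codes for a ubiquitin-conjugating enzyme, fell from 286 ± 40.8 CPM (SD, n = 6) in WT to 71.6 ± 10.9 CPM, a log2 fold change of -2.00 (standard error 0.14, adjusted p = 3.82e-05, edgeR's glmTreat). Rnf138 (ENSMUSG00000024317, chromosome 18, 21001341 to 21028223), which codes for a ubiquitin ligase, fell from 739.9 ± 88.2 to 274 ± 62.0 CPM, a log2 fold change of -1.43 (standard error 0.17). This change was called at any amount (adjusted p = 1.20e-06, edgeR's quasi-likelihood test) and not past 1 log2 unit (adjusted p = 0.313, edgeR's glmTreat). The kinase gene Csnk1g2 (ENSMUSG00000003345, chromosome 10, 80622838 to 80640749) fell from 673 ± 92.2 to 151 ± 57.0 CPM. Hipk1 (ENSMUSG00000008730, chromosome 3, 103739815 to 103791563) and Pim1 (ENSMUSG00000024014, chromosome 17, 29490812 to 29496111) had log2 fold changes of -1.57 and -1.79, with adjusted p = 0.00985 and 2.97e-04 (edgeR's glmTreat). Jag1 (ENSMUSG00000027276, chromosome 2, 137081456 to 137116644) changed by -1.64, Mical3 (ENSMUSG00000051586, chromosome 6, 120931707 to 121130999) by -1.83 and Pdzd8 (ENSMUSG00000074746, chromosome 19, 59296084 to 59345780) by -1.73 on the log2 scale. The phosphatase subunit gene Ppp2r5a (ENSMUSG00000026626, chromosome 1, 191351975 to 191403272) had the lowest level, 20.2 ± 2.01 CPM in WT and 4.06 ± 1.04 CPM in KO, and the largest change of the 9, -2.31. Of these 9 genes, 8 were past 1 log2 unit with p adjusted over all tested genes and 9 with p adjusted over the 9 alone. The paper lists these genes as downregulated in KO, so that the second count shows no stability.

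**Figure D4:**
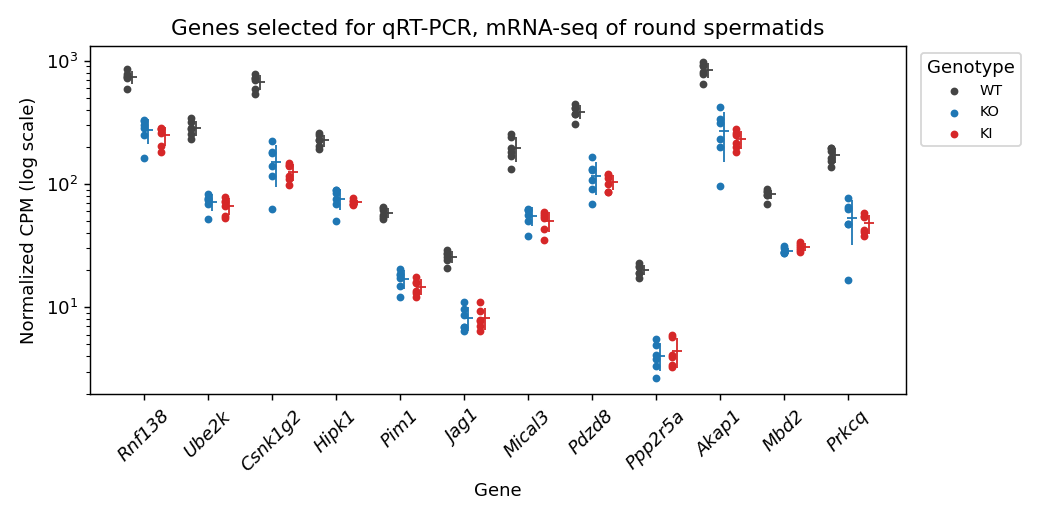
Normalized CPM, on a log axis, of genes selected for qRT-PCR in each mRNA-seq library, with the mean and SD of each genotype (n = 6) beside the points. For each gene the KO and KI libraries lie below the WT libraries, and the KI points include the library labelled KI 4.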

Genes such as *Rnf138*, *Ube2k*, *Csnk1g2*, *Hipk1*, *Pim1*, *Jag1*, *Mical3*, *Pdzd8*, and *Ppp2r5a* show a significant downregulation (*p* < 0.05) in the RS of KO mice compared to RS of WT mice (Supplementary Table S3). In the RS of KI mice, the transcripts such as *Rnf138*, *Ube2k*, *Csnk1g2*, *Hipk1*, *Pim1*, *Jag1*, *Mical3*, *Pdzd8*, *Akap1*, *Mbd2,* and *Prkcq* downregulated significantly (*p* < 0.05) compared to RS of WT group. 

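In the mRNA-seq libraries of KI, with the library labelled KI 4 included, Akap1 (ENSMUSG00000018428, chromosome 11, 88830792 to 88864586) fell from 841 ± 123 CPM (SD, n = 6) in WT to 231 ± 38.2 CPM, a log2 fold change of -1.87 (standard error 0.24, adjusted p = 0.0393, edgeR's glmTreat). Mbd2 (ENSMUSG00000024513, chromosome 18, 70568189 to 70626131) fell from 82.6 ± 7.43 to 31.0 ± 2.12 CPM and Prkcq (ENSMUSG00000026778, chromosome 2, 11172108 to 11301222) from 172 ± 24.8 to 48.0 ± 8.48 CPM, log2 fold changes of -1.42 and -1.84 (adjusted p = 0.00772 and 0.0430, edgeR's glmTreat). Rnf138 changed by -1.58 and was past the threshold (adjusted p = 0.0504, edgeR's glmTreat). When each library was left out in turn, Akap1 passed the threshold in 16 of 18 fits, Mbd2 in 17, Rnf138 in 14 and Prkcq in 13. Ube2k, Csnk1g2, Hipk1, Pim1, Jag1, Mical3 and Pdzd8 passed it in all 18, with log2 fold changes of -2.11, -2.42, -1.67, -1.99, -1.64, -1.96 and -1.90. All 11 genes were past 1 log2 unit. In KO, Mbd2 changed by -1.52 and was past the threshold (adjusted p = 9.63e-04, edgeR's glmTreat), and Akap1 and Prkcq changed by -1.66 and -1.70 and were not (adjusted p = 0.243 and 0.153, edgeR's glmTreat). In the direct comparison of KI with KO, none of the 11 differed by any amount (edgeR's quasi-likelihood test).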

*Rnf138* and *Ube2k* are involved in ubiquitination pathways which are critical for the later stages of spermatid development. Genes such as *Jag1* (notch pathway), *Akap1* (regulate cAMP levels), and *Pdzd8* (acrosome stability) regulate spermatogenesis. Other genes such as *Csnk1g2*, *Pim1*, *Prkcq*, *and Ppp2r5a* mediate protein phosphorylation and dephosphorylation. The RNA-seq and GO analysis results suggest altered ubiquitination, phosphorylation, and dephosphorylation events which are comparable with the expression data of qPCR (Figure 3). The list of mRNAs (which are altered and show an interaction with altered miRNA profiles), together with their role in spermatogenesis and general cellular functions, is given in Table 1.

### 3.4. miRNA-seq Profiles of RS from KO, KI, and WT Mice Reveal miRNAs Targeting Spermatid Differentiation Process

Since each mRNA is regulated by more than one miRNA and one miRNA regulates more than one mRNA, it is essential to assess the entire RS population of miRNAs. miRNA-seq was performed from the isolated RS of KO, KI, and WT mice (N = 5). A total of around 80 million reads was obtained from each miRNA-seq library made from the RS of KO, KI, and WT mice. miRNA-seq was carried out in two different batches, KO vs. WT and KI vs. WT, and the overall results were compared between all the genotypes. A PCA plot of these samples shows a clear separation of WT compared to KO and KI, while there is no distinction between KO and KI genotypes (Supplementary Figure S2). Several miRNAs, such as miR32, miR184, miR335, miR140, miR141, miR1981, miR202, miR880, and miR669c, were downregulated in both KO and KI mice (Figure 4; Supplementary Table S4). These are involved in the positive regulation of spermatid differentiation, sperm motility, mRNA processing, and decay. The miRNAs miR150, miR196a-2, miR652, miR146, miR10b, miR379, miR122a, miR26a, miR27a, miR127, and miR328 were upregulated in both KO and KI mice (Figure 4; Supplementary Table S4), which negatively regulate the spermatid differentiation. Several enriched miRNAs in KO overlap with KI (Supplementary Figure S4).

### 3.5. Validation of Differential Gene Expression Analysis of miRNAs Using qRT-PCR

Expression analysis of selected miRNAs from RS of KO and KI groups were compared with RS of WT mice using qRT-PCR analysis. Bar graphs represent the fold change expression between KO vs WT or KI vs WT group (Figure 5A,B). The miRNAs such as miR140, miR141, miR32, miR184, and miR202 show a decrease in abundance and miRNAs miR150, miR146, miR122a, miR27a, miR328, and miR26a show an increase in abundance in the RS of the KO mice (Figure 5A). In KI, miR138, miR140, miR34a, miR202, miR32, miR335, and miR141 show a decrease in abundance and miR196a, miR223, miR485, miR322, miR24, miR26a, miR150 and miR146 show an increase in abundance in the RS of the KI mice (Figure 5B). The results of qPCR studies correspond to expression profiles from the miRNA-seq data. The miRNAs, miR322, and miR24 target *Rnf138*, miR322 target *Pim1*, miR26a target *Ube2k*, *Jag1*, *Mical3*, *Pim1*, *Prkcq,* and *Hipk1* (Supplementary Table S5). All miRNA qRT-PCR experiments used LNA probes to obtain highly efficient expression data and validation.

### 3.6. Correlation of mRNA–miRNA Interaction to Understand Network of Interactions

We selected the DEGs from mRNA-seq and miRNA-seq and then compared log2 fold changes between miRNA and putative mRNA targets based on the intersection of three published databases. The expected interaction relationship between a miRNA–mRNA pair should exhibit a negative correlation of expression (i.e., as miRNA expression increases, the expression of its mRNA target is expected to decrease). The mRNAs and miRNAs identified from the RS of KO, KI, and WT groups showing expected correlation (canonical, mRNA down = miRNA up or mRNA up = miRNA down) or not were highlighted in different color dots (Figure 6). 

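The mRNA side of the canonical pairs was computed from the mRNA-seq counts, and the miRNA side was not analysed here. For KI, with the library labelled KI 4 included, the paper's Table S5 lists 41 pairs of 26 mRNAs. Of these, 21 mRNAs were lower, with log2 fold changes from -2.99 to -1.42, and 5 were higher, with log2 fold changes from 1.83 to 2.60. The higher mRNAs were Cemip2, Masp1, Notch1, Prlr and Slc8b1. For KO it lists 22 pairs of 18 mRNAs, 16 of them lower, from -3.32 to -1.55, and 2 higher, from 2.08 to 2.37, Efnb1 and Sel1l3. All 26 and all 18 passed 1 log2 unit in their own comparison (edgeR's glmTreat), and the pairs had been selected from DEGs of the same libraries. The lowest value for KO was that of Fam131b (ENSMUSG00000029861, chromosome 6, 42315312 to 42324643), from 12.2 ± 1.07 to 1.21 ± 0.372 CPM (SD, n = 6), and the lowest for KI that of Tlcd4 (ENSMUSG00000028132, chromosome 3, 121201761 to 121283098), from 173 ± 28.5 to 21.7 ± 5.25 CPM. Not all of these calls held when each library was left out in turn. In KI, Herpud2 passed 1 log2 unit in 8 of 18 fits, Cpeb3 and Prlr in 11, and Chpt1 and Prkcd in 12. The other listed mRNAs passed it in 13 or more fits in KI. In KO, Slc30a4 passed it in 14 and the others in all 18.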

Several target pairs are verified in this study to reveal the importance of these targets during late stages of spermiogenesis.

### 3.7. mRNA–miRNA Interaction Network Reveals Canonical mRNA–miRNA Role in Ubiquitination and Chromatin Compaction

All mRNA–miRNA pairs showing both canonical or expected (miRNA down and mRNA up or vice versa) and non-canonical (miRNA down and mRNA down) interactions were used for the network construction. We observe essential protein-coding genes such as *Ube2k*, *RNF138*, *Pim1*, *Hipk1*, *Slc30a4*, and *Csnk1g2* regulated by miR26a (solid red lines indicate canonical for both KI and KO; solid black lines indicate just in KO or KI only) and other miRNAs mediate several essential pathways and intracellular function during spermatid differentiation and development. miRNAs (from the canonical mRNA–miRNA pairs) target multiple mRNAs and degrade them both in the cytoplasm and the CBs. 

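Of the mRNAs named for the network, Slc30a4 (ENSMUSG00000005802, chromosome 2, 122681233 to 122702663), which codes for a zinc transporter, fell from 93.9 ± 11.1 CPM (SD, n = 6) in WT to 32.0 ± 6.29 CPM in KO and 29.1 ± 6.72 CPM in KI. Its log2 fold changes were -1.55 in KO (standard error 0.15, adjusted p = 0.0458, edgeR's glmTreat) and -1.69 in KI (standard error 0.15, adjusted p = 0.00636, edgeR's glmTreat), and the KO change passed the threshold in 14 of the 18 fits that each left out one library. Of the 6 mRNAs named, all were lower in both genotypes, with the library labelled KI 4 included. Past 1 log2 unit were 6 in KI and 5 in KO, where Rnf138 was not. Levels of the miRNAs were not analysed here.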

The loss of mRNAs possibly resulted in the loss of essential proteins involved in ubiquitination, acrosome stability, and chromatin compaction that are required for spermatid differentiation and elongation events (Figure 7). The failure of these events resulted in spermatogenic halt and apoptosis of the RS.

### 3.8. mRNA–miRNA Interaction: miR122a Regulates Tnp2 Expression by Binding to Its 3′UTR

Temporal *Tnp2* gene translation is critical for the spermatid chromatin compaction process, which precedes protamine transition. Even subtle changes will impact the downstream processes in spermatid development that result in infertility [7]. miR122a was found to be upregulated in the RS of KO mice. Modulation of translation of *Tnp2* depends on the presence of regulators, such as specific miRNA, which binds to its 3′ UTR region and regulates it. To validate the interaction, a psiCheck2 luciferase reporter construct carrying the *Tnp2* coding sequence with or without 3′ UTR was used to transfect COS-1 cells. In addition, miR122 mimic or miR122 mimic together with miR122 inhibitor or miR negative control was used for co-transfection. A schematic representation of the psiCheck2 reporter gene carrying the *Tnp2* coding sequence with or without 3′ UTR is given in Figure 8A. The luciferase activity of *Tnp2* with 3′ UTR was decreased significantly in the presence of miR122a mimic. In contrast, *Tnp2* coding region (without 3′ UTR) did not alter the luciferase activity in the presence of miR122 mimic. To check the specificity of miR122a binding to the *Tnp2* 3′UTR, miR122a inhibitor was used together with miR122a mimic, which did not alter the luciferase activity (Figure 8B). This clearly shows that the miR122a binds to *Tnp2* at its 3′UTR in a sequence-dependent manner and decreases its translation specifically, which altered the TP2 protein levels that directly impacted later stages of spermiogenesis.

## 4. Discussion

Spermatogenesis is a highly controlled serial developmental process resulting in the formation of functional spermatozoa. During spermiogenesis, RS undergoes 16 steps of development with elongating, condensing, and condensed spermatids. Regulation of spermatogenesis occurs at multiple levels, starting from post-transcriptional to translational regulation. Previously, we have shown that the KO and KI male homozygous mice are infertile due to the arrest of RS at step 8 of spermiogenesis resulting in the loss of ES and mature sperm [5,7]. Single-cell RNA-seq analysis of testicular germ cells revealed a crucial role of GRTH in round spermatid differentiation into elongated spermatids and acrosome biogenesis [8]. Given the intricacies of different germ cell heterogeneity and specific differentiation pathways, GRTH/DDX25 plays a critical role in mRNA regulation both directly and by regulating miRNA biogenesis [11]. In this study, we used mRNA-seq, miRNA-seq data, and mRNA–miRNA interaction studies to address the changing gene expression signatures and the role of miRNA regulation in the developing RS. This study provides clues on the role of pGRTH and mRNA–miRNA dynamics in the developing RS of WT, KO, and KI mice.

In the current study, downregulation of several DEGs related to spermatogenesis, spermatid development, sperm motility, chromatin condensation, and DNA compaction were identified. Specifically, RNF138, UBE2K related to ubiquitination pathway and chromatin remodeling and transition proteins, *Tnp1/2*, *Prm1/2/3*, *Spata 3/18*, *Tssk3/6,* and several protein kinases and phosphatases altered during spermiogenesis. This current study demonstrated that the loss of pGRTH changed the transcriptomic profiles and may have indirectly impaired RNF138-, SPATA3-, and UBE2K-dependent histone modifications and nuclear transition protein-mediated chromatin remodeling [32]. This directly impacted the initiation of spermatid elongation at step 8 of spermiogenesis. Ring finger protein 138 (RNF138) is a member of an E3 ligase family that has been shown to be recruited to the regions of DNA double-strand breaks and repair them by homologous recombination [33]. Rnf138 is highly expressed in spermatogonia and spermatocytes, and Rnf138 deficiency promotes apoptosis of spermatogonia [34]. Histone ubiquitination and acetylation play a crucial role in chromatin remodeling, which is essential for the development of spermatids during spermiogenesis [35,36]. During step 8 of spermiogenesis, hyperacetylation of histones (H) leads to the replacement of histone followed by nuclear elongation and extension of the acrosome. Ubiquitin-conjugating enzyme E 2K interacts with Ring finger proteins, and its deficiency causes the failure of germ cells to undergo meiosis, resulting in male infertility. UBE2K is a component of the PRC1 complex that ubiquitinates histone H2A. UBE2K, in combination with RNF138, robustly induces the formation of ubiquitinated H3 [37]. The early-stage germ cells synthesize transcripts of these proteins and store them prior to nuclear condensation events. Differential expression of important mRNAs that mediate these events resulted in spermiogenesis halt.

The final stages of spermiogenesis require several proteins that are essential for the differentiation of the RS, such as proteins involved in chromatin remodeling and compaction processes. During the chromatin remodeling process, 90% of the nucleosomal histones are replaced by testis-specific TP1/2. Subsequently it is replaced by sperm-specific PRM1/2 to form a highly condensed spermatid/sperm chromatin [38,39]. Differential expression analysis identified several genes such as *Tnp1/2*, *Prm1/2/3*, *Spem1/2*, *Spata3/18*, and *Tssk3/6*, which play critical roles in spermatid development, elongation, and chromatin compaction that were downregulated in KI and KO mice. 

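Of the mRNAs named here and not given with the GO categories, Spem2 (ENSMUSG00000044084, chromosome 11, 69816566 to 69818465) lies next to Spem1 and fell from 388 ± 54.4 CPM (SD, n = 6) in WT to 62.6 ± 22.1 CPM in KO and 49.0 ± 7.26 CPM in KI. Its log2 fold changes were -2.63 and -2.99 (adjusted p = 2.30e-05 and 1.48e-06, edgeR's glmTreat). Spata3 (ENSMUSG00000026226, chromosome 1, 86016816 to 86029958) fell from 326 ± 44.3 to 51.9 ± 18.6 and 44.6 ± 6.40 CPM, log2 fold changes of -2.65 and -2.87 (adjusted p = 8.78e-06 and 1.28e-06, edgeR's glmTreat). Both genes passed the threshold in KO and in KI in all 18 fits that each left out one library, the fit without the library labelled KI 4 included.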

SPATA 3 (spermatogenesis-associated protein 3), also known as Tsarg1, is expressed specifically at lower levels in pachytene spermatocytes and peaks in spermatids [40,41]. SPATA3 interacts with KLHL10, which is expressed exclusively in spermatids, and its inactivation leads to the disruption of spermiogenesis and complete male infertility in mice [42]. KLHL10 is a substrate-specific adapter that interacts with CUL3 (Cullin3), a core component of cullin-RING-based E3 ubiquitin-protein ligase complex functions specifically during spermiogenesis [43]. Our data shed light on the plausible role of SPATA3 and the involvement of GRTH in the SPATA3-, UBE2K-, and KLHL10-mediated protein ubiquitination pathway during spermiogenesis. The current study also identified mRNAs of several protein kinases and phosphatases, such as *Csnk1g2*, *Hipk1*, *Prkcq*, *Pim1*, and *Ppp2r5a*, which mediate several intercellular protein regulations inside developing spermatids which were targeted by miRNAs. Transition proteins and protamines are arginine-rich nuclear proteins that replace histones late in the haploid phase of spermatogenesis. Lack of these proteins leads to impaired nuclear condensation in the spermatid head, resulting in infertility. GRTH binding of *Tnp2* mRNA decreased significantly in KI mice testis and inside the CB of germ cells [4]. Increased miR122a levels in the loss of GRTH in KO mice suggest that GRTH might have an intrinsic regulatory role in regulating the levels of miR122a. Another important miRNA identified in this study is miR26a, which targets several important mRNAs such as *Ube2k*, *Rnf138*, *Pim1*, *Hipk1*, *Slc30a4*, *and Csnk1g2.* These genes mediate several essential pathways and intracellular functions, which are critical for spermatid differentiation and development. miR26a regulates *Jag1* (NOTCH ligand) expression, thereby regulating GDNF expression in Sertoli cells [44]. It also regulates sperm apoptosis by directly targeting PTEN and has a link with decreased sperm motility [45]. There is a significant overexpression of miR27a in infertile men with nonobstructive azoospermia [46], which target several genes, including H3K9 demethylase that regulates transcriptional suppression of *Tnp1/Prm1*, resulting in infertility in animal models and humans [47,48]. 

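In the mRNA-seq libraries, Prkar2a (ENSMUSG00000032601, chromosome 9, 108689314 to 108750436) stood at 373 ± 34.5 CPM (SD, n = 6) in WT, 75.7 ± 20.5 CPM in KO and 69.5 ± 9.36 CPM in KI. The log2 fold change was -2.30 in KO (standard error 0.17, adjusted p = 1.58e-05, edgeR's glmTreat) and -2.42 in KI with the library labelled KI 4 included (standard error 0.17, adjusted p = 3.42e-06, edgeR's glmTreat). The lowest KI library, KI 3, was at 51.9 CPM and the others lay between 69.2 and 79.3 CPM. The level of the miRNA was not analysed here.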

*Prkar2a* codes for cAMP-dependent protein kinase type II-alpha regulatory subunit (enzyme) and is regulated by miR322 in the RS of KO and KI mice. Prkar2a is involved in cAMP signaling and mediates membrane association by binding to the anchoring proteins, including the microtubule-associated protein 2 (MAP2) kinase. A-kinase anchoring proteins are functionally diverse polypeptides that compartmentalize PKA within the cell and are critical due to their unique ability to directly and/or indirectly interact with proteins that determine the cellular content of cAMP. The study identified miR130b as the targeting miRNA which acts on *akap1* and decreases its expression. AKAP1 is a transcriptional target of Myc and supports the growth of cancer cells [49]. These are strong interactions and correlations between several kinases and phosphatases, and spermatid development.

Transgenic mice studies showed that the 3′ UTR of *Prm1/2* and *Tnp1/2* is responsible for the correct temporal translation of their mRNAs during spermatogenesis. Putative functional response elements were identified within the coding region of Tp2 and Prm2 [11], and here we confirmed that miR122a targets *Tnp2* by binding to 3UTR. Although there was no significant differential expression of miR122a in our miRNA-seq data, we found a significant reduction (4-fold) in their levels in qPCR expression analysis. This discrepancy between assays may be due to the fact that high-throughput sequencing libraries, by necessity, use the same number of PCR cycles for all transcripts, which may not be optimal for low-expression transcripts such as miR122a. In addition, luciferase reporter assays validated the interaction of miR122a and *Tnp2* mRNA. miR122a binds to 3′ UTR of *Tnp2* and modulates its translation in a site-specific manner which directly impacts later stages of the spermiogenesis process. miR122-5p was shown as a potential biomarker of male infertility [17]. Translation of *Prm2* and *Tnp2* mRNA were destined for ES stages (from steps 9–16 of spermiogenesis) but were actively transcribed early in the RS stage and stored temporarily inside the CB [4]. High levels of miR122a present during the RS stage result in their binding to *Tnp2* mRNA and subsequently suppressing its translation. Furthermore, GRTH is one of the essential components of the CB, which also harbors miRNA–mRNA control mechanisms that mediate post-transcriptional regulation, including mRNA silencing or processing during spermiogenesis [9]. These findings could provide novel insights into the role of small RNAs and their interaction with a selective group of important mRNAs at the post-transcriptional level during spermiogenesis.

Taken together, our studies indicate that the identified miRNAs target several mRNAs involved in ubiquitination, histone removal, and chromatin compaction processes, thereby controlling post-transcriptional regulation resulting in spermatogenic halt in KO and KI mice. In conclusion, pGRTH plays a critical role during RS development through miRNA-mediated mRNA regulation, thereby maintaining the overall regulation at the transcriptional, post-transcriptional, and translation levels.

## Figures and Tables

**Figure 1:**
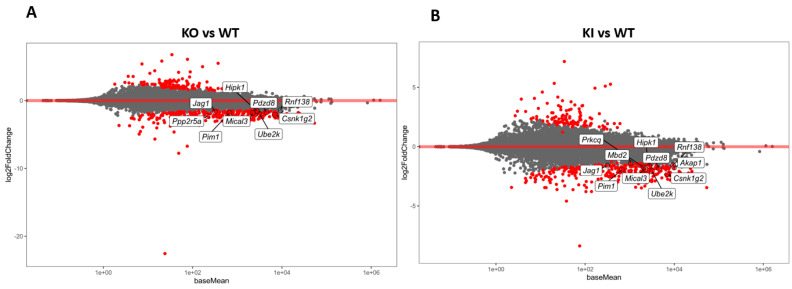
Transcriptome analysis of RS from KO, KI, and WT mice. (**A**) MA plot (log2 fold change vs. average of counts) shows differentially expressed genes (DEGs) from KO and WT (**B**) MA plot (log2 fold change vs. average of counts) shows DEGs from KI and WT groups. The red dots indicate the significantly (*p* < 0.1) upregulated or downregulated genes in each of RS of KO or KI compared to WT.

**Figure 2:**
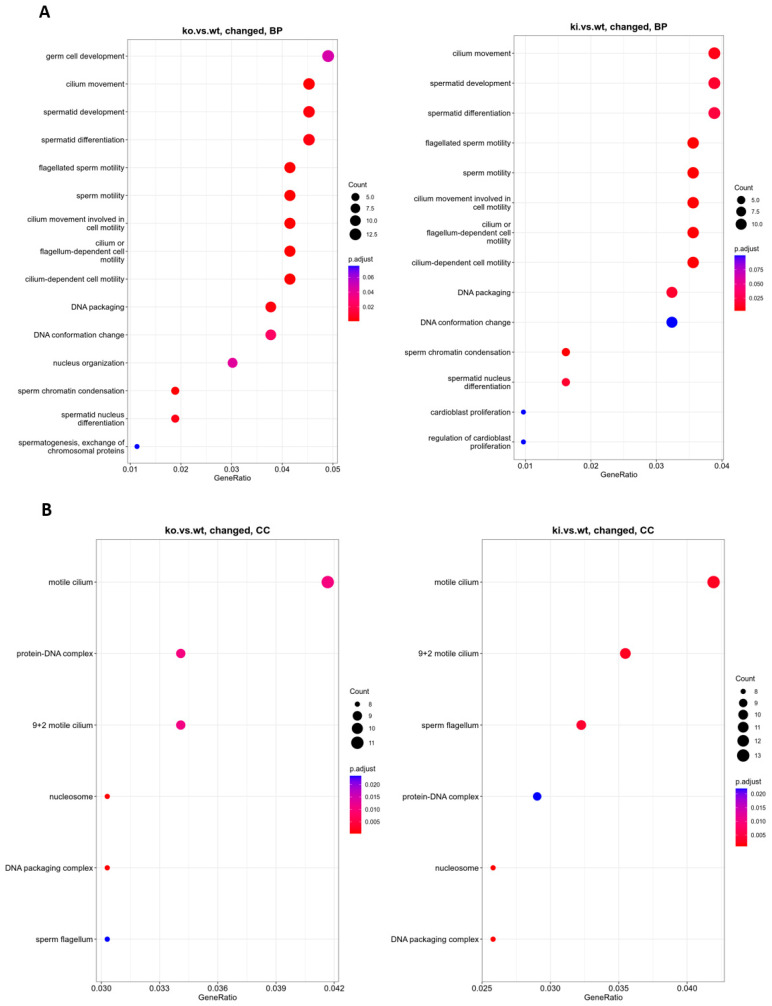
GO functional enrichment analysis on DEGs from RS of KO and KI groups were grouped into different functional categories: biological process (BP), cellular component (CC), and molecular function (MF). (**A**) BP significantly enriched in GO analysis of DEGs (**B**) CC significantly altered in GO analysis of DEGs. The x-axis represents gene ratio = count/set size. The dot size represents the number of genes, and the color of each bar represents the padj-value.

**Figure 3:**
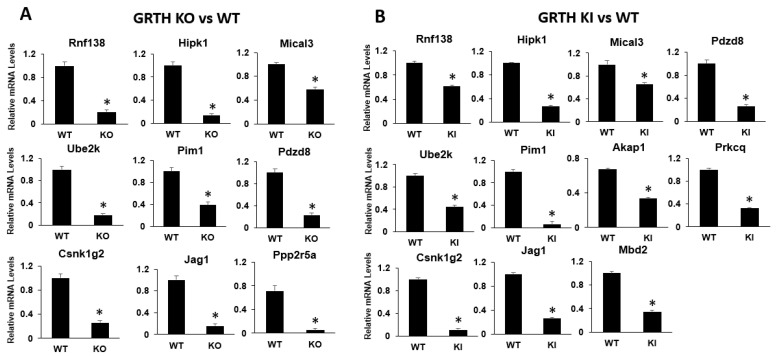
qRT-PCR analysis of selected DEGs of mRNA from RS of KO and KI groups. Bar graphs represent the fold change expression between (**A**) KO vs. WT or (**B**) KI vs. WT groups. Means ± SEM were determined from three independent qRT-PCR experiments with each sample run in triplicates. *p* values were calculated by a two-tailed Student t-test (asterisks indicate *p* < 0.05).

**Figure 4:**
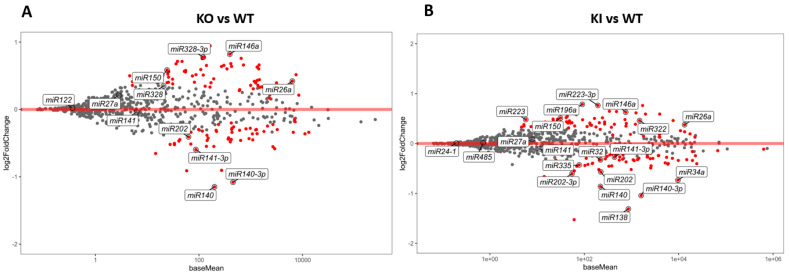
miRNA differential expression in RS from KO, KI, and WT mice. (**A**) MA plot (log2 fold change vs average of counts) shows differentially enriched miRNAs from KO and WT group (**B**) MA plot (log2 fold change vs average of counts) shows DEGs from KI and WT group. The red dots indicate the significantly (*p* < 0.1) upregulated or downregulated miRNAs in each of RS of KO or KI compared to WT.

**Figure 5:**
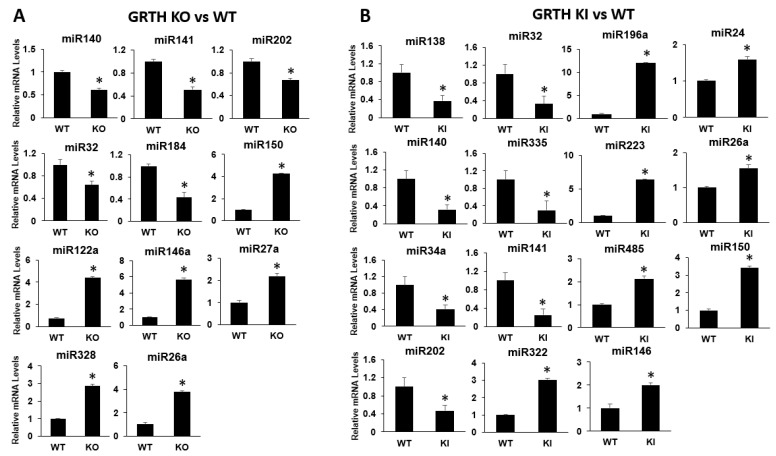
qRT-PCR analysis of selected miRNAs from RS of KO and KI groups. Bar graphs represent the fold change expression between (**A**) KO vs. WT or (**B**) KI vs. WT groups. Means ± SEM were determined from three independent qRT-PCR experiments with each sample run in triplicates using LNA probes. *p* values were calculated by two-tailed Student t-test (asterisks indicate *p* < 0.05).

**Figure 6:**
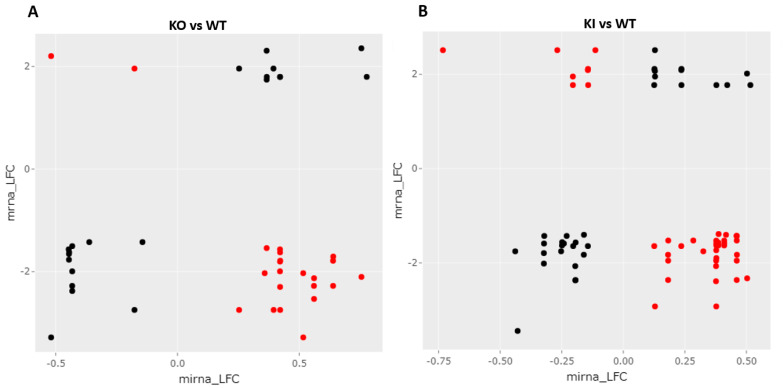
Correlation of mRNA–miRNA changes in the RS of KO, KI, and WT groups. mRNAs and miRNAs identified from the RS of (**A**) KO and WT group or (**B**) KI and WT group showing canonical correlation (Red, mRNA down and miRNA up or mRNA up and miRNA down) or non-canonical correlation (Black, mRNA down and miRNA down or mRNA up and miRNA up).

**Figure 7:**
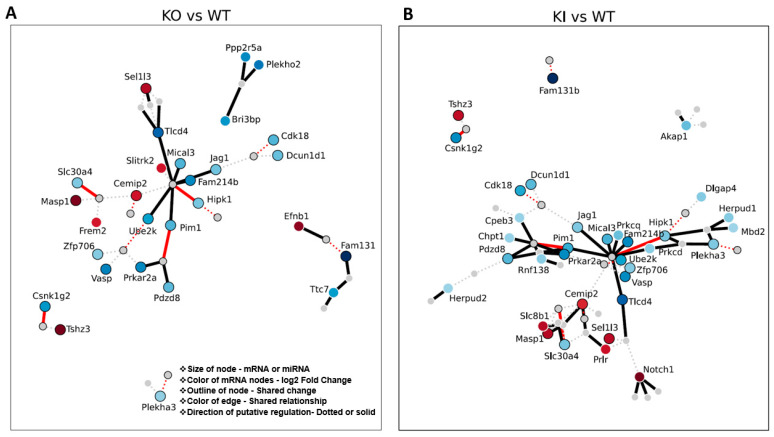
Putative mRNA–miRNA target regulation (from miRNA and mRNA DEGs) in the RS of KO, KI, and WT groups. mRNA–miRNA pairs in (**A**) KO vs. WT or (**B**) KI vs. WT group showing interaction (network). mRNA–miRNA pairs (only miRNA and mRNA changed in RS) in the genotype of interest showing interaction (positive or negative) identified jointly across databases. Red circles = upregulated compared to WT. Blue circles = downregulated compared to WT. Darker color circles = higher magnitude change. Each line represents a connection of a miRNA to an mRNA if it was identified jointly across databases. Thicker line = canonical change “miRNA down and mRNA up or miRNA up and mRNA down”. Dotted line = non-canonical “miRNA down and mRNA down or miRNA up and mRNA down”. Bright red line (dotted or not) = KO and KI behave similarly. Black outline around a node (circle) = node was shared in both KO and KI DEGs. A white outline around a node means that the node was unique to that genotype.

**Figure 8:**
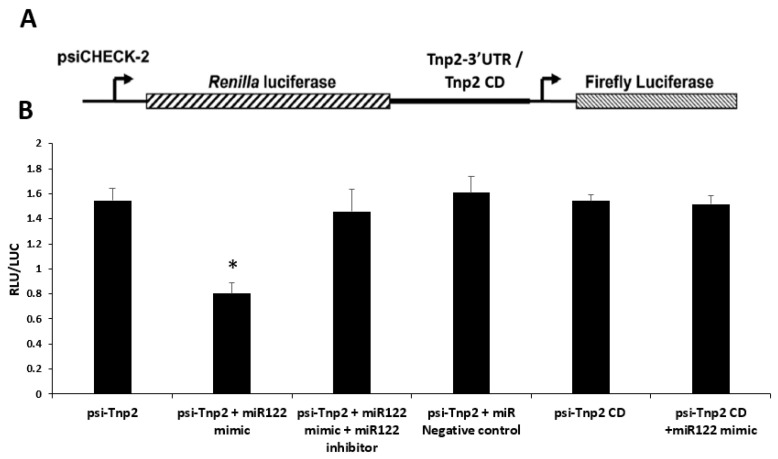
*Tnp2* mRNA–miRNA122a interaction. Modulation of translation of *Tnp2* depends on the presence of *Tnp2* 3′ UTR region. (**A**) Schematic representation of the psiCheck2 reporter gene carrying the *Tnp2* coding sequence with or without 3′ UTR. (**B**) Relative luciferase activity in COS-1 cells co-transfected with *Tnp2* with 3′UTR reporter constructs (or *Tnp2* coding region without 3′UTR) and miR122a mimic and/or miR122a inhibitor or negative control. Asterisks (*) indicate statistically significant change between psi-*Tnp2* and psi-*Tnp2* + miR122a mimic group (Student’s t-test; *p* < 0.05). All the data represent means ± SEM from three independent experiments, with each sample running in triplicates.

**Table 1:** Important genes and their associated functions.

Rnf138	Ring Finger Protein 138, E3 ubiquitin-protein ligase involved in DNA damage response, highly expressed in spermatogonia and spermatocytes. Rnf138 deficiency promotes apoptosis of spermatogonia in male mice
Ube2k	Ubiquitin conjugating enzyme E2 K, interact with Ring finger proteins, Ube2k deficiency cause failure of germ cells to undergo meiosis results in male infertility
Csnk1g2	Casein Kinase 1 Gamma 2, enables protein serine/threonine kinase activity, involved in peptidyl-serine phosphorylation, CSNK1G2-attenuated necroptosis mediate testis-aging program, CSNK1G2-knockout mice showed significantly enhanced necroptosis response and premature aging of testis
Hipk1	Homeodomain-interacting protein kinase 1, phosphorylates homeodomain transcription factors (acts as co-repressor)
Pim1	Encodes for the serine/threonine kinase, role in regulation of DNA damage repair
Jag1	NOTCH ligand, JAG1 regulates GDNF expression in Sertoli cells
Mical3	Microtubule-Associated Monooxygenase, Calponin, and LIM Domain Containing 3, MICAL3 work together in the process of docking and fusing of vesicles that are involved in exocytosis
Pdzd8	PDZ domain containing 8, cytoskeletal regulatory protein that interacts with moesin and regulates stable microtubule abundance, acrosome stability.
Ppp2r5a	Major Ser/Thr phosphatases, role in negative control of cell growth and division
Akap1	A-kinase anchoring protein, role in Star production and steroidogenesis
Mbd2	Methyl-CpG Binding Domain Protein 2,
Prkcq	Protein kinase C theta, member of serine/threonine kinases, critically regulates cell growth and survival, mutation leads to male infertility

## Data Availability

The mRNA-Seq and miRNA-seq data files (KO, KI, and WT samples) in this study have been submitted to the NCBI (https://www.ncbi.nlm.nih.gov/geo, accessed on 22 February 2023) Gene Expression Omnibus (GEO accession number: GSE222628; Super Series record). All other RNA-Seq results analyzed during this study are included in this article and its supplementary files.

## Supplementary Materials

The following supporting information can be downloaded at: www.mdpi.com/article/10.3390/cells12050756/s1. Figure S1: PCA plot of mRNA samples colored by genotype. Note KI sample is nearly hidden in the lower right. Supplementary Figure S2: PCA plot of miRNA samples colored by genotype. Note the strong batch effect (PC1) that was controlled for during differential expression analysis. Supplementary Figure S3: Combinatorial overlaps of mRNAs A. Downregulated or B. Upregulated in KO, KI, and WT groups. Supplementary Figure S4: Combinatorial overlaps of miRNAs A. Downregulated or B. Upregulated in KO, KI and WT groups. 

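Each primer pair for an mRNA was placed by exact match on the GENCODE M21 transcripts of its own gene. Transcripts of other genes were not searched, so the placement does not show that a pair is specific. All 12 pairs matched a transcript of their gene, with products of 63 to 132 bases (median 98). In all 12 the product crosses an exon boundary, and in 0 it lies within one exon, so that a product from genomic DNA would be longer. The pair for Ube2k, GTAGCGAATCAGTACAAACAGAATCCT and GACTAGAAACTGGTGCTCCAGC, gives 91 bases between 65591964 and 65594498 of chromosome 5 of GRCm38, from exon 5 to exon 6 of the transcript matched. The pair for Rnf138, GAGGATACAAGTTCTTCTGGGCA and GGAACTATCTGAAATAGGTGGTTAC, gives 119 bases between 21017865 and 21020995 of chromosome 18, from exon 4 to exon 5. The pair for Mical3 gives 99 bases from exon 14 to exon 16 and matches 4 of the 21 transcripts of the gene. The pair for Ppp2r5a matches 1 of 8 transcripts and gives 132 bases. The levels measured by qRT-PCR were not analysed here.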

Supplementary Table S1: List of primers used for validation of mRNA-seq using qPCR. Supplementary Table S2: List of LNA probes used for validation of miRNA-seq using qPCR. Supplementary Table S3: List of DEGs, mRNA from KO, KI, and WT mice RS. Supplementary Table S4: List of DEGs, miRNA from KO, KI, and WT mice RS. Supplementary Table S5: Canonical mRNA-miRNA interaction pairs (all) from the DEGs in the KI and KO mice RS.

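For each gene and comparison with WT, the list of DEGs holds the DESeq2 result that the paper's methods describe, with log2 fold changes shrunken by ashr and p tested against a change of 1 log2 unit. By the paper's own list, 87 genes are higher and 218 lower in both KO and KI. DESeq2, run on the same counts without shrinkage, called 305 genes in both genotypes with the same direction.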

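A pair is canonical where the miRNA and its target mRNA changed in opposite directions against WT. As the paper's methods state, the candidate pairs were the intersection of miRNA target databases, and both members had to be differentially expressed. One mRNA can stand in several pairs, such as Plekha3 (ENSMUSG00000002733, chromosome 2, 76675281 to 76696828), which has 2 in the list for KI. Its log2 fold change was -1.62 in KI, with the library labelled KI 4 included (standard error 0.12, adjusted p = 0.00110, edgeR's glmTreat), and -1.42 in KO (standard error 0.12, adjusted p = 0.0460, edgeR's glmTreat), where it passed the threshold in 15 of the 18 fits that each left out one library.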

# Supplementary material for: miRNA Expression Profiles of Mouse Round Spermatids in GRTH/DDX25-Mediated Spermiogenesis: mRNA–miRNA Network Analysis
**Source:** Cells. 2023 Feb 27;12(5):756. doi: 10.3390/cells12050756
**Supplement:** Supplementary file 1

| <b>Primer Name</b> | <b>Primer Sequence 5'---3'</b>      |
|--------------------|-------------------------------------|
| Rnf138 F           | GAG GAT ACA AGT TCT TCT GGG CA      |
| Rnf138 R           | GGA ACT ATC TGA AAT AGG TGG TTA C   |
| Ube2k F            | GTA GCG AAT CAG TAC AAA CAG AAT CCT |
| Ube2k R            | GAC TAG AAA CTG GTG CTC CAG C       |
| Csnk1g2 F          | GCT CAA CTC CAC TAA TGG AGA GCT     |
| Csnk1g2 R          | GCA GCA GCA CTT TGT TTC ATC TGC     |
| Hipk1 F            | GAC CTG CAG CAG ATG GCA TTG         |
| Hipk1 R            | GCT AAG GAG ACC TGA GGC CTG         |
| Pim1 F             | GTC TCT TCA GAG TGT CAG CAC C       |
| Pim1 R             | GCA TCC ATG GAT GGT TCC GGA T       |
| Jag1 F             | GTG GCC ATC TCT GCA GAA GAC A       |
| Jag1 R             | GCT GTT TCC ATC CCG TTT ACT AAC G   |
| Mbd2 F             | GAT GTC TAC TAC TTC AGT CCA AGT GG  |
| Mbd2 R             | GCA TTT CCC AGG TAT CTT GCC AG      |
| Mical3 F           | GCT GAT GAT TTT TGC CCG GGA GC      |
| Mical3 R           | GTC TTC AGG TGA TCT TCC ACG GCC A   |
| Prkcq F            | GAG ATC AAC TGG GAA GAG CTT G       |
| Prkcq R            | GGT GAT TTC ACT TTT GGT CTG AAG G   |
| Akap1 F            | GCA GAC GCA GCC ATG AGT GAG         |
| Akap1 R            | GTA GCT TGT CAC CTG GGC CA          |
| Ppp2r5a F          | GAG CAC TGT ACT TCT GGA ATA ATG     |
| Ppp2r5a R          | GTG CTA CAA TAG TCT GAT TCC AGT G   |
| Pdzd8 F            | GCT ATT GGA GGT GTG AAA ATC ACA     |
| Pdzd8 R            | GTA GTA CAC CAG CAC GCG GT          |
| 18SrRNA F          | GCA ATT ATT CCC CAT GAA CG          |
| 18SrRNA R          | GGC CTC ACT AAA CCA TCC AA          |

# Supplementary material for: miRNA Expression Profiles of Mouse Round Spermatids in GRTH/DDX25-Mediated Spermiogenesis: mRNA–miRNA Network Analysis
**Source:** Cells. 2023 Feb 27;12(5):756. doi: 10.3390/cells12050756
**Supplement:** Supplementary file 1

| <b>miR Name</b> | <b>miRCURY LNA miRNA Probes<br/>(PCR Assay Number)</b> |
|-----------------|--------------------------------------------------------|
| miR140-5p       | YP00204540                                             |
| miR141-5p       | YP00205321                                             |
| miR202-5p       | YP00205654                                             |
| miR150-5p       | YCP2141991                                             |
| miR146a-5p      | YCP2141994                                             |
| miR122a-5p      | YCP2141997                                             |
| miR27a-5p       | YCP2142000                                             |
| miR328-5p       | YP02116348                                             |
| miR26a-5p       | YP00206023                                             |
| miR138-5p       | YP00206078                                             |
| miR184-5p       | YP00204601                                             |
| miR32-5p        | YP00204792                                             |
| miR196a-5p      | YP00204386                                             |
| miR24-3p        | YP00204260                                             |
| miR335-5p       | YP02119293                                             |
| miR223-3p       | YP00205986                                             |
| miR34a-5p       | YP00204486                                             |
| miR485-5p       | YP02112548                                             |
| miR322-5p       | YP00205182                                             |
| U6 snRNA        | YP00203907                                             |

How the deposited data were processed for this re-analysis (not part of the article)

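Messenger RNA was measured in round spermatids (RS) isolated from WT mice and from mice of the KO and KI genotypes, with 6 libraries per genotype and 18 in all. The authors trimmed the reads, aligned them to GRCm38 with STAR and counted uniquely assigned read pairs on the genes of GENCODE M18 with featureCounts, by strand and without removing marked duplicates, and deposited the counts as one table of raw values for 54232 genes. The genotype and number of each library were taken from its label. Gene positions and symbols were taken from GENCODE M21 on the same build, which gave a symbol to 54079 of the identifiers. The counts were used without change, and 0 columns of values were left without a library.

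The counts on genes summed to between 18766971 and 26776555 per library. A gene with 3 or fewer counts was taken to be at the floor. As a share of the total counts, before normalization, this lay between 0.112 and 0.160 CPM depending on the library. A fold change against a genotype with every library at the floor was computed against the floor and given as a lower bound, and none was given where both genotypes were at the floor. In the library labelled KI 4 the targeted gene had a level within the range of the KO libraries, so the library is named by its label. It was kept in KI for the results at the claims, and values without it are given for Ddx25, for PC2 and for the numbers of genes called.

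Differential expression was computed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr, which left 21058, and scaled with TMM factors. One quasi-likelihood model of genotype was fitted to all libraries. Changes past 1 log2 unit were tested with glmTreat and changes of any amount with glmQLFTest, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.1. Standard errors of the log2 fold change were derived from the test for any change, as its size divided by the square root of the F statistic. They are thus approximate. The method was tested on simulated counts of 20691 genes, of which 200 differed between WT and KO. It recovered 146 of them (73%) with 0 false calls, and recovered 28.79% of changes of 1.5 log2 units, 88.14% of changes of 2 and 100% of changes of 3. Changes near the threshold are thus often missed at this number of libraries. These numbers are for glmTreat. Genes that did not differ were simulated with no change at all, so false calls past 1 log2 unit could hardly occur. The genes that differed were drawn from those above a minimum mean level, so rises from the floor were not tested. All simulated libraries were independent, which the close pairs of real libraries may not be. On the same simulated counts, the test for a change of any amount called 221 genes in KO against WT, 21 of them false. In KI against KO it called 224, 25 of them false, and in KI against WT, where no gene differed, it called 0.

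The PCA used counts variance-stabilized with DESeq2 of the 500 most variable genes. Scores of libraries and of marker genes were compared by exact permutation tests, two-sided. Marker lists of testis cell types were written before they were tested, and a score is the mean log2 CPM over the list with a prior count of 2. Lengths of called genes and the share called around Ddx25 were compared with 10000 random lists or windows. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

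The genes named in the text were chosen by a rule set before the data were examined: Ddx25, each mRNA that the paper names or lists in Table S5, in each comparison the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold with no overlap between the genotypes, and each gene past the threshold within 5 Mb of Ddx25. A gene that this rule selects is not reported here. Genes outside this rule are said to have been chosen after their values were seen. The alternatives, also set before the data were examined, were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in place of TMM, no filter on low counts, at least 10 counts in every library, a model of only the genotypes compared, the replicate number as a block, the null interval form of glmTreat, an adjusted p threshold of 0.05, other inputs to the PCA and the marker scores, other windows around Ddx25, and leaving out each library in turn. The pairing for the block comes from the replicate numbers in the labels. Levels of miRNAs, qRT-PCR and luciferase measurements, and the enrichment of GO categories were not analysed here.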

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

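The tests of a mislabelled sample, of one library under a pair of labels, of a strain or donor variant, of library size and of a few genes taking most of the counts were chosen only after the result was seen. Of 225 groups of 6 libraries tested, 14 held a library far from the others, where chance gives 11.2, so a single such library is weak evidence. For each, the value is the gap to the nearest library divided by the range of the group.

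The library labelled KI 4 accounts for 5 of the 14. The value was 0.992 for Ddx25, 0.839 for PC2, 0.658 for Tnp1 (788 CPM against 420 to 546), 0.687 for Gm9008 (9.10 CPM against 0 to 2.85) and 0.684 for Sln (2.37 CPM against 0.751 to 1.26). In genes that separate the other KI libraries from KO, chosen without the library in question, it lay nearer KO in 104 of 109 and nearer KI in 4.59%, where the other libraries lay nearer their own genotype in 61.1% to 100% of 8 to 23 genes. A mislabelled sample is a candidate explanation. Its index with KO 2, 1.59, lay above the 0.971 that parts of one library give, which goes against one library deposited under both labels. The library had 0 counts of Gm33242, AC061963.1 and Gm26715, where the other KI libraries had 34 to 75, 15 to 32 and 9 to 19, so RNA like that of the other KI libraries was not detectable in it at this depth, which goes against a mixture with such RNA in a sizeable share. Other mixtures were not tested. No biological explanation was tested.

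The other libraries far from their group were KO 3 for the elongating spermatid score (0.688, a score of 6.73 against 7.64 to 8.05), WT 6 for Prm1 (0.661) and Atp1b3 (0.634), and KI 3 for Prm2 (0.758), Prkar2a (0.630) and Tmod4 (0.682). The values for Gm33242 in KO, Gm48277 in WT and Sln in WT were each 1, and all their libraries were at or under the floor of 3 counts, where values have no order. No cause was tested for these, and their number is near what chance gives.

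Of the 21 genes that differed between KI and KO by any amount, 3 were among the genes with the largest edgeR log2 fold changes in KO. The lower bound of the log2 difference was 4.03 for Gm33242, 2.70 for AC061963.1 and 1.87 for Gm26715, with adjusted p = 0.000724, 0.0220 and 0.0566 for any change between KI and KO (edgeR's quasi-likelihood test). All 3 had 0 counts in the library labelled KI 4. Of 32 splits of KO and KI that part the same-numbered pairs, 2 gave as many genes past 1 log2 unit as the real one, itself included. The other splits exchange the labels of same-numbered libraries. The one that exchanged only the libraries numbered 4, and so counted the library labelled KI 4 with KO, gave 2 genes, and every other gave 0. For changes of any amount, the real split, 1 of 32, gave the most, 21 against 18 in the largest other split. Without the library labelled KI 4, 9 genes were higher and 6 lower in KI than in KO by more than 1 log2 unit. Some of the 21 genes, picked after their values were seen, lie close together. Zfp998 and Gm26715 begin on chromosome 13 at 66418114 and 66349396, and Cpne7 and Rab4a on chromosome 8 at 123117374 and 123805985. Tpbg had 182 and 198 counts in WT 5 and 6 and 1 to 8 in WT 1 to 4. Others, such as Gm6853, showed no such split in WT. A strain or donor variant was not tested on these genes and remains open for them.

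Several genes that the paper does not discuss rose in the mutants from the floor or near it in WT. On the log2 scale Gm15459 rose by 5.59 in KO and 5.35 in KI. Lower bounds were 3.86 and 4.19 for Gm48277, 3.43 and 3.13 for Sln, 2.18 and 1.34 for Olfr893, and 5.90 for Gm9008 in KO. Olfr893, Gm48277 and Sln lie on chromosome 9 at 2.66, 5.01 and 18.3 Mb from Ddx25. Of the genes with the largest falls, 1700063D05Rik (in KO and KI) and AC061963.1 (in KO) lie on chromosome 9 at 5.66 and 9.33 Mb from Ddx25. DNA of another strain carried along with the targeted locus, or an effect of the targeting on its neighbours, could raise or lower genes near it. Within 5 Mb of Ddx25, 3 of 70 tested genes were called, and 5.64% of random windows in KO and 7.77% in KI had as high a share. Of the 3, Olfr893 rose, and Olfr896-ps1 and Tmem225 fell. Gm48277, Sln, 1700063D05Rik and AC061963.1 lie outside this window. Within 20 Mb, 14 of 384 genes were called in KO (Fisher's exact test, two-sided, p = 0.00862), and 2.67% of random windows had as high a share. In KI 12 were called there, with 10.04% of windows as high. For changes of any amount, 29 of the 70 genes within 5 Mb were called in KO, 41.4% against 29.9% of all genes (Fisher's exact test, two-sided, p = 0.0487, 5.36% of windows as high), and 25 in KI (p = 0.442, Fisher's exact test, 21.91% of windows as high). The excess in KO thus depends on the window and on the threshold. The rises of Olfr893, Gm48277 and Sln and the falls of 1700063D05Rik and AC061963.1 cannot be told apart from an effect of the locus. Gm15459 and Gm9008 lie on chromosomes 5 and 6. Reads shared with similar genes were not tested for these genes, and no biological explanation was tested.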

How the results depend on the processing

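All alternatives were set before the data were examined. Across the 18 fits that each left out one library, the number of genes higher in KO than in WT by more than 1 log2 unit lay between 95 and 139 and the number lower between 205 and 254. In KI these numbers lay between 93 and 119 and between 259 and 358. Changes of any amount lay between 5479 and 6525 genes in KO and between 5894 and 6976 in KI, and genes called in both genotypes between 261 and 327. The difference of WT from KO and KI on PC1 lay between 39.66 and 42.66 and was past the threshold in all 18. The difference between KO and KI on PC2 lay between 13.54 and 17.12 (exact permutation p from 0.00216 to 0.0108) and was past the threshold in all 18.

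The direct comparison of KI with KO moved most. Genes higher in KI by more than 1 log2 unit lay between 0 and 9 across the fits that each left out one library, genes lower between 0 and 6, and changes of any amount between 8 and 111. The highest values of all 3 came without KI replicate 4, the library in which Ddx25 goes against the label. With DESeq2, 5 genes were higher and 85 changed by any amount. With no filter on low counts these numbers were 10 and 97, and with at least 10 counts in every library 0 and 5. With only KO and KI in the model, 11 genes changed by any amount. The difference of KO and KI on PC1 lay between 1.40 and 5.23 and passed the threshold only without KO replicate 3, where it was 5.23 (exact permutation p = 0.00433). With all genes that passed the filter, the difference on PC2 was 11.38 and not past the threshold (exact permutation p = 0.530). The cause was not tested.

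Among the comparisons with WT, requiring at least 10 counts in every library left 33 genes higher in KO and 32 in KI, with 195 genes called in both, and the share of higher calls was 15.4% in place of 34.5% in KO and 11.6% in place of 26.8% in KI. All 214 calls in KO and all 275 in KI with this filter were among the main calls. The filter removes genes with low counts in WT, so it cannot show whether rises from low levels hold. With the null interval form of glmTreat, 205 genes were higher in KO and 171 in KI. The cause of these changes was not tested. DESeq2's size factors moved the median log2 fold change of all genes from 0.026 to -0.0013 in KO and from 0.054 to 0.068 in KI.

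Libraries with the same replicate number came from different animals. The correlation of their deviations from the genotype means was 0.0235 on average over 18 same-numbered pairs and -0.00428 over 90 others. With the replicate number as a block, 118 genes were higher and 245 lower in KO, and 107 higher and 313 lower in KI. Of the genes called without the block, 346 of 365 in KO and 397 of 411 in KI were also called with it. A block of the close pairs of libraries within a genotype was not tried.

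Within 2 Mb of Ddx25, 0% of genes were called in KO and 0% in KI, against 4.29% within 5 Mb, and within 20 Mb 3.65% were called in KO (Fisher's exact test, two-sided, p = 0.00862). For changes of any amount within 5 Mb, 41.4% of genes were called in KO, against 29.9% of all genes (p = 0.0487, Fisher's exact test), and 35.7% in KI (p = 0.442, Fisher's exact test). With only markers that had at least 10 counts in every library, the Leydig cell score in KI was 1.34 higher (adjusted p = 0.0714, exact permutation), the macrophage score in KI 0.43 higher (adjusted p = 0.113, exact permutation), the endothelial score in KO 0.33 higher (adjusted p = 0.156, exact permutation) and the peritubular myoid score in KI changed by -0.27 (adjusted p = 0.0292, exact permutation). With a prior count of 0.5, the peritubular myoid score in KO changed by 0.0907, opposite in sign to the main value (adjusted p = 0.545, exact permutation). The cause was not tested.

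For the 162 comparisons of the 80 genes named, 0 changed direction where an alternative gave a value. A threshold of 0.05 left 9 weaker. With at least 10 counts in every library 1 was weaker, and the genes that this filter removed gave no value. With DESeq2 2 were weaker and 1 stronger, without a filter 6 weaker and 2 stronger, and with the null interval 9 stronger. DESeq2 gave no p for Ddx25 in any comparison, and its change in KI is counted as weaker only for that reason. DESeq2's size factors made 1 stronger. With only the genotypes compared 1 was weaker and 2 stronger, and with the block 1 weaker and 1 stronger. The model of only the genotypes compared gave no value for some comparisons. Leaving out one library left 2815 values on the same side of the threshold, 86 weaker and 15 stronger. The depth limits genes at the floor, for which only lower bounds can be given.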

Differences from the paper's values

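Of 157 values compared with the paper's supplementary tables, 14 of them lower bounds, 1 differed, a lower bound over 1.5 times the paper's fold. For Gm9008 in KI compared to WT, the paper's log2 fold change, which its methods state is shrunken, is 2.30 with a standard error of 1.58, and the value here is at least 3.85. The lower bound lies within that standard error of the paper's value, and how far the value itself lies from it is not known. The counts of Gm9008 in KI 1 to 6 were 1, 1, 0, 215, 61 and 2, so the bound rests on KI 4 and KI 5. The other KI libraries were at the floor. The change was not called past 1 log2 unit in KI (adjusted p = 0.102, edgeR's glmTreat). Of the alternatives set before the data were examined, leaving out KI replicate 4 gave at least 2.10, which does not differ from the paper's value. DESeq2, which the paper's methods use, and DESeq2's size factors share one lower bound, at least 3.83, and no other alternative that gave a value closed the gap. The filter on at least 10 counts and the model of only the genotypes compared gave no value for this gene.

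The paper names Rnf138 as significantly downregulated in KO in its section on qRT-PCR, where it states no fold threshold. Here its log2 fold change in KO was -1.43 (standard error 0.17), past the threshold for any change (adjusted p = 1.20e-06, edgeR's quasi-likelihood test) and not past 1 log2 unit (adjusted p = 0.313, edgeR's glmTreat). With the null interval form of glmTreat it was past 1 log2 unit (adjusted p = 0.0697), and with DESeq2 it was not (adjusted p = 0.351). The fall by any amount goes the same way as the paper's statement, so the values differ from it only if a change of 1 log2 unit is required.

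The paper states that its PCA shows no distinction between KO and KI. Here the mean scores of KO and KI on PC2 differed by 14.71 (exact permutation test, two-sided, p = 0.00433). PC2 also split the WT libraries, with WT 5 and 6 at 13.62 and 13.06 and WT 1 to 4 between -5.83 and -4.27. The axis is thus not specific to KO against KI. With log2 CPM in place of variance-stabilized counts, the difference on PC2 was 19.54 (exact permutation test, p = 0.00433). With all genes that passed the filter in place of the 500 most variable, the difference on PC2 was 11.38 and not past the threshold (exact permutation test, p = 0.530). On PC1, KO and KI differed by 2.69 with the 500 most variable genes (exact permutation test, p = 0.426). With all genes that passed the filter they differed by 4.60 on PC1 (exact permutation test, p = 0.543).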

Other observations

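The tests of library size, of a few genes taking most of the counts and of a strain or donor variant were chosen only after the result was seen. The number of genes called against WT was set against other splits of the libraries that exchange the labels of same-numbered pairs. Only the real split, 1 of 32, gave as many genes in KO, with 0 genes past the threshold in the largest other split, and 1 of 32 gave as many in KI, with 1 gene in the largest other split. For changes of any amount, the largest other splits gave 1931 and 3237 genes against 6297 and 6644. Total counts did not differ from WT in KO (exact permutation test, two-sided, p = 0.740) or KI (p = 0.643, exact permutation), nor did the share of counts on the 10 top genes (p = 0.604 in KO and 0.619 in KI, exact permutation).

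Genes called lower were short. Their median length was 1927 bases in KO and 1864 in KI, where 10000 random lists matched on expression gave 3136 to 4132 and 3212 to 4100, so that 0% of random lists were as short in KO and 0% in KI. The genes called higher in KO lay at the 56.97 percentile of the random lists and those in KI at the 98.03 percentile. A bias against short transcripts in the mutant libraries could lower such genes, and the changes cannot be told apart from it by this test. Genes of late spermatids may also be short, which was not tested.

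The elongating spermatid score fell by 2.38 in KO and 2.51 in KI (adjusted p = 0.0108 in each, exact permutation test, lower than the WT mean in 6 of 6 libraries). The change of the elongating score less that of the round spermatid score was -2.22 in KO and -2.15 in KI. Fewer elongating spermatids in the isolated fraction could give this, but 12 of the 12 elongating markers were among the genes called lower in KO, so the test could hardly have come out otherwise, and a lower level within RS cannot be told apart from a smaller share of later cells.

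RNA from other testis cell types was tested with marker lists. The Leydig cell score was higher by 1.85 in KO (adjusted p = 0.0108, exact permutation, 6 of 6 libraries above the WT mean) and by 1.36 in KI (adjusted p = 0.0309, exact permutation, 6 of 6). The paper states that GRTH is expressed in Leydig cells as well as germ cells. The endothelial score was higher by 0.64 in KO (adjusted p = 0.0108, exact permutation, 6 of 6) and by 0.38 in KI (adjusted p = 0.206, exact permutation, 5 of 6), and the macrophage score by 0.28 in KO (adjusted p = 0.275, exact permutation, 5 of 6) and by 0.58 in KI (adjusted p = 0.0173, exact permutation, 6 of 6). The Sertoli cell score changed by -0.31 and -0.27 (adjusted p = 0.184 and 0.206, exact permutation, 0 and 1 of 6 above), and the peritubular myoid score by -0.01 and -0.22 (adjusted p = 0.952 and 0.130, exact permutation, 2 and 0 of 6 above). A larger share of Leydig cell RNA in the mutant fractions is a candidate explanation of the Leydig markers. All 8 Leydig cell markers were higher in KO by any amount (edgeR's quasi-likelihood test), by 0.72 to 3.37 on the log2 scale, and none was called past 1 log2 unit. Of the genes called higher, 1 of 126 in KO (Cnn1) and 0 of 110 in KI were on the somatic lists, and these lists cannot show how many of the calls come from other cell types. Of the other lists, the spermatogonia score was higher by 0.51 in KO (adjusted p = 0.0289, exact permutation, 6 of 6) and by 0.09 in KI (adjusted p = 0.807, exact permutation, 3 of 6). The erythrocyte score, over 2 tested markers, changed by -0.76 in KO (adjusted p = 0.0325, exact permutation, 0 of 6 above) and by -0.25 in KI (adjusted p = 0.206, exact permutation, 2 of 6 above). The spermatocyte score was higher by 0.20 in KO (adjusted p = 0.121, exact permutation, 6 of 6) and by 0.15 in KI (adjusted p = 0.206, exact permutation, 6 of 6). The round spermatid score changed by -0.16 in KO (adjusted p = 0.375, exact permutation, 1 of 6 above) and by -0.36 in KI (adjusted p = 0.0818, exact permutation, 0 of 6 above).

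Pus3 (ENSMUSG00000032103, chromosome 9, 35558595 to 35567401) begins next to Ddx25 on the opposite strand and was chosen after its values were seen. Its log2 fold change was -1.46 in KI (standard error 0.22, adjusted p = 3.58e-05, edgeR's quasi-likelihood test), -0.17 in KO (adjusted p = 0.623, edgeR's quasi-likelihood test) and -1.29 in KI against KO (adjusted p = 0.0225, edgeR's quasi-likelihood test). It had 97 counts in the library labelled KI 4, 30 to 45 in the other KI libraries and 84 to 135 in KO. No cause was tested.

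Some genes were on in some libraries of a genotype and off in others, which a strain or donor variant could give if such genes lay together on the genome. There were 7 such genes, chosen after their values were seen, among them Gm12666, and 0 had another within 1 Mb. Of 1000 random sets matched on expression, 1000 had as many, with a median of 0, so the test could not decide and a strain or donor variant against the reference remains open. In WT, libraries 5 and 6 stood apart from libraries 1 to 4 at 4 of the genes. Their counts were 846 and 729 against 5 to 8 for Gm8210, 0 and 0 against 256 to 354 for 6820402A03Rik, 2542 and 2394 against 21 to 29 for Zfp990, and 176 and 134 against 0 to 1 for AC160966.1.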
